# Diversity and regulatory impact of copy number variation in the primate *Macaca fascicularis*

**DOI:** 10.1186/s12864-017-3531-y

**Published:** 2017-02-10

**Authors:** Andreas R. Gschwind, Anjali Singh, Ulrich Certa, Alexandre Reymond, Tobias Heckel

**Keywords:** Cynomolgus monkey, CNV, Gene expression, eQTL, Olfactory receptors

## Abstract

**Background:**

Copy number variations (CNVs) are a significant source of genetic diversity and commonly found in mammalian genomes. We have generated a genome-wide CNV map for Cynomolgus monkeys (*Macaca fascicularis*). This crab-eating macaque is the closest animal model to humans that is used in biomedical research.

**Results:**

We show that Cynomolgus monkey CNVs are in general much smaller in size than gene loci and are specific to the population of origin. Genome-wide expression data from five vitally important organs demonstrates that CNVs in close proximity to transcription start sites associate strongly with expression changes. Among these eQTL genes we find an overrepresentation of genes involved in metabolism, receptor activity, and transcription.

**Conclusion:**

These results provide evidence that CNVs shape tissue transcriptomes in monkey populations, potentially offering an adaptive advantage. We suggest that this genetic diversity should be taken into account when using Cynomolgus macaques as models.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3531-y) contains supplementary material, which is available to authorized users.

## Background

Copy number variations (CNVs) are genetic differences in the normal population displayed as microscopically invisible deletions or amplifications of stretches of genomic DNA ranging from 1 kilobase up to the megabase scale [1]. CNVs are commonly found in the genomes of humans [2], primates [3], rodents [4], or arthropods like *Drosophila melanogaster* [5]*.* In humans, more than 6.2 million different CNVs mapping to ~500’000 genomic regions have so far been identified [6]. They significantly contribute to genetic variation, covering more nucleotide content per genome than single nucleotide polymorphisms (e.g. approximately 0.8% of the length of the human genome differs between two human individuals) [7]. Furthermore CNVs exhibit a higher per-locus mutation rate than single nucleotide polymorphisms (SNPs) [8]. Since CNVs can reside in genomic regions harboring genes they can alter gene dosage, disrupt coding sequences or modify the level and timing of gene expression for genes within the CNV [9, 10] and on its flanks [4, 11–15]. These effects of CNVs are difficult to understand and not necessarily predictable, but relevant for many diseases [16–19] and pharmacological responses like in the case of CYP2D6 CNVs [20].

Cynomolgus monkeys (*Macaca fascicularis*) are well-established translational models for biomedical research and drug testing. These non-human primates are one of the closest animal model to humans with high genetic similarity (~93% in nucleotide sequence identity), similar anatomies, and very similar physiologies [21–23]. These animals offer great promise as models for many aspects of human health and disease. Cynomolgus monkeys are outbred species, caught in the wild in many different places of peninsular Southeast Asia, the Philippines, and Mauritius, and used to found and continuously refresh breeding programs [23, 24]. They exhibit substantial levels of genetic variation which can affect the outcome and interpretation of biomedical studies [25–28]. Understanding of the contribution of this variation to phenotypes is lagging behind in Cynomolgus monkeys compared to the knowledge about human genetic and genomic variation [23]. Genome-wide catalogs of SNPs start to emerge for Cynomolgus monkeys with more and more genome sequencing projects published [21, 29–32]. However, information on structural variants, such as CNVs, is not available for Cynomolgus monkeys despite their prominent role in phenotypic variation. In this study, we comprehensively assess for the first time genome-wide copy number variation among Cynomolgus monkeys from cohorts used in pharmaceutical studies using a custom 4.2 million probes comparative genomic hybridization (CGH) array. To investigate the potential functional implications of the detected copy number variation, we used a Cynomolgus monkey specific gene expression microarray to associate CNV genotypes with expression changes of proximal genes using a *cis* expression quantitative trait loci (*cis-*eQTL) mapping approach.

## Results

### CNVs in diverse Cynomolgus monkey populations

Following the recent sequencing of the Cynomolgus monkey genome [21], we aimed at investigating CNVs among Cynomolgus monkey cohorts used in pharmaceutical research. We performed comparative genomic hybridization (CGH) using a Cynomolgus monkey specific high-resolution oligonucleotide tiling array with 4.2 million probes spanning the genome with a median spacing of 598 bp. Germline DNAs from 21 animals with different origin (Fig. 1a) were tested against a Cynomolgus monkey reference. The array data were normalized using the NimbleGen DEVA software supplemented with corrections for the GC-content [7] of the probes and for wave artifacts along the chromosomes [33]. We used three different CNV calling methods (R-GADA, DNAcopy, CopyMap) to detect high confidence CNVs [34–36]. The resulting CNV profiles were then merged per individual and only CNVs called by at least two methods were included in our analysis. We detected between 1,364 and 5,583 (mean = 2,951, SD = 1,150) autosomal CNVs per individual with on average slightly more duplications (1,758) than deletions (1,192) (Fig. 1b, Additional file 1: Table S1). To enable genotyping across individuals, we merged the overlapping CNV calls between animals into CNV regions (CNVRs). CNVs on the sex chromosomes were not considered in this analysis due to the lack of the Y-chromosome in the reference genome and because of the bias resulting from comparative genomic hybridization of female specimens relative to a male reference, lower probe density, and greater mapping uncertainty for these regions in the current assembly. We inferred a total of 15,183 CNVRs, ranging from 2.3 to 693 kb in length with a median length of 8.4 kb (SD = 15.1 kb) (Fig. 1c). In total, these CNVRs cover ~4% (~127 Mb) of the autosomal Cynomolgus monkey genome (Additional file 1: Table S2). Interestingly, 58% of CNVRs were detected in only one population, however 76% (44% of total) of them were private to one individual. 19% of CNVRs were found in two, 11% in three and 12% in all four populations (Fig. 1d).

**Fig. 1:**
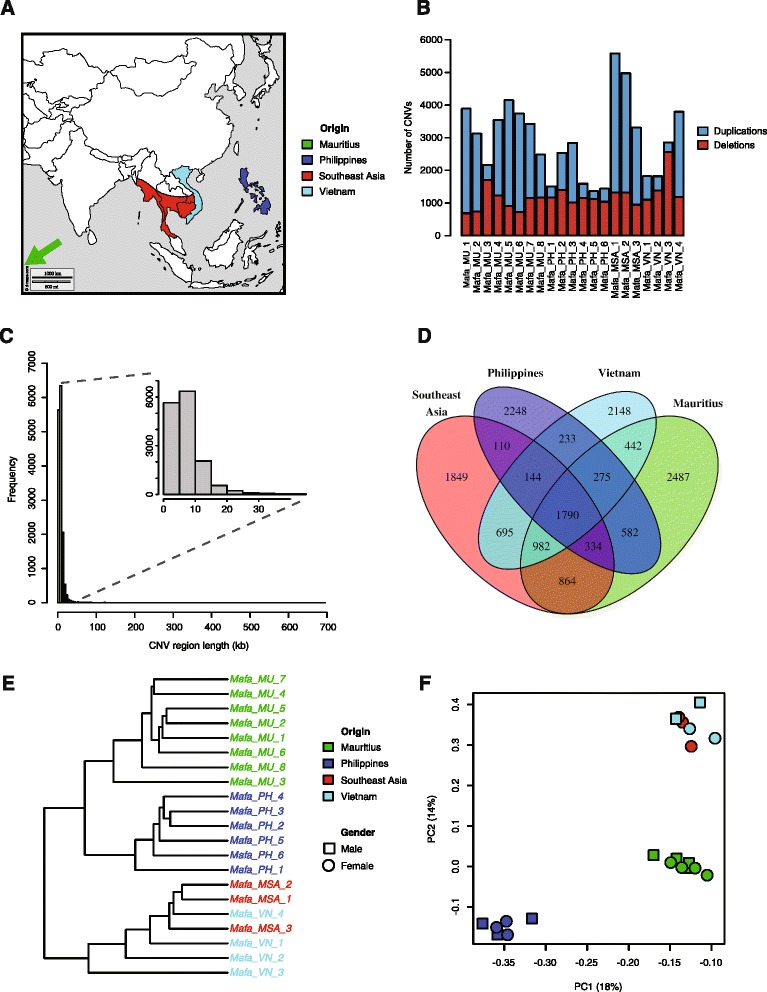
CNV genotypes. **a** Geographic origin of four natural populations, from where the tested Cynomolgus monkeys were caught. **b** Number of duplications and deletions detected per individual by combining three CNV calling approaches. **c** Size distribution of the inferred CNV regions across all 21 individuals (*n* = 15,183). **d** Number of CNV regions detected among and across the four populations. **e** Hierarchical clustering of the log_2_ − ratio genotypes of all CNV regions (*n* = 15,183) in 21 individuals. **f** Loadings of the first and second principal component based on a PCA performed on the log_2_- ratio genotypes of all CNV regions with deletions (*n* = 8495) in 21 individuals

To minimize genotyping errors we then calculated “quantitative genotypes”, defined as an individual’s median log_2_-ratio of all CGH probes within a given CNVR, and used these for all further analyses (Additional file 2: Table S3). To shed light on the relationship between individual monkeys and their CNV profiles, we used unsupervised hierarchical clustering and principal component analysis (PCA). Hierarchical clustering of the CNV signals showed a clear grouping of the samples by geographical origin (Fig. 1e). PCA revealed also a clear separation of the individuals by their geographical origin, particularly in monkeys originating from Mauritius (Additional file 1: Figure S1). Interestingly, this finding was mainly driven by the second principal component, whilst the first principal component correlated with the duplication/deletion ratio of individual monkeys (Fig. 1b). We assumed different population genetic properties of duplications and deletions, similar to previous observations in great apes and humans [37, 38]. Therefore we performed PCA on deletions and duplications separately to assess which structural variant serves as more reliable population genetic marker. In this analysis deletion genotypes segregate most accurately Cynomolgus monkeys according to the different island and mainland populations (Fig. 1f and Additional file 1: Figure S1).

### Gene expression and CNVs

Next we assessed the effect of CNVs on gene expression. 

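Heart, kidney, liver, lung and spleen RNA of the 21 animals was hybridized to NimbleGen arrays in a single colour, 1 array per animal and tissue. The animals came from the Philippines (6 animals), Mauritius (8), Vietnam (4) and Mainland Southeast Asia (3), and 9 were male and 12 female. The Philippine animals were 3 to 6.8 years old and the others 3 or 4 years old. Following background correction and quantile normalization, the authors summarized the probes of each probe set by RMA, so that every value is a log2 level. Of 22731 probe sets, 22589 had 6 probes, and the 22618 probe sets that name a gene covered 19220 gene symbols. All of these were used here, with no filter on low levels. A control of random sequences, with 3420 probes per array, gave the background, which was 6.81 on average in heart, 6.85 in kidney, 7.16 in liver, 6.83 in lung and 6.53 in spleen. On the median array, 86.1% of probe sets in heart, 88.7% in kidney, 85.5% in liver, 89.4% in lung and 88.7% in spleen lay above this control. Transcripts typical of each tissue had high levels on its arrays. Cardiomyocyte genes had a median percentile of 99.8 in heart, kidney epithelial genes 99.2 in kidney, hepatocyte genes 99.8 in liver, lung epithelial genes 97.6 in lung and genes of B cells and spleen 92.1 in spleen. DDX3Y on the Y chromosome was at 10.55 ± 0.79 (SD, n = 9) in the hearts of males and 5.99 ± 0.41 (n = 12) in those of females, and XIST, the RNA that silences one X chromosome, at 5.90 ± 0.16 and 13.83 ± 0.17. DDX3Y is from a list of 10 Y-linked genes whose other members mostly did not mark males. Summed over 5 tissues, 5 limma tests of this list passed as higher in males and 1 as lower (8 and 10 when adjusted over the list alone). Pearson's r between arrays of the same tissue had a median of 0.938 in liver to 0.957 in spleen. The mean log2 level of an array ranged from 9.22 in heart to 9.49 in lung, with an SD of at most 0.035 between animals. The paper's text does not say whether the tissues were normalized together, so tissues are compared here only by level and percentile, without a test. Arrays of different tissues sat on different slides, 4 for heart, 3 for kidney, 2 for liver, 3 for lung and 2 for spleen, and the 4 Vietnamese lungs shared a slide with no other origin. Numeric CNV genotypes of 1562 of the 15183 regions, 1364 of them on chromosome 1, were read here. Only those of the chromosome 1 associations of Table S4 entered a test. For the CNVs of Figs. 3a and 4a, the order of the animals and the deletion carriers were read from the printed labels.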

Using Cynomolgus monkey specific transcriptome-wide gene expression arrays, we measured the expression levels of 18,280 genes in five vitally important tissues (liver, spleen, lung, heart, kidney) from the same 21 animals. We associated the expression levels of each gene with CNVRs residing within 1 Mb of the transcription start site (TSS) for each tissue separately. Only CNVs detected in at least two individuals (*n* = 7,266) were used for this *cis* expression quantitative trait loci (*cis-*eQTL) analysis. Genome-wide eQTL mapping was performed using fastQTL [39] and correction for multiple testing was carried out in two steps. First local permutations were applied to correct for multiple variants per gene [39] and then false discovery rate (FDR) was calculated per tissue to account for multiple tested genes. Applying an FDR cutoff of 10%, we mapped a total of 32 *cis-*eQTL genes across all five tissues, ranging from two to twelve *cis-*eQTLs per tissue (Fig. 2a, Additional file 1: Table S4). 

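Several of the genes in Table S4 had different levels in animals of different origin. CNTNAP2, a cell adhesion protein of neurons, was at 10.16 ± 0.72 (SD, n = 6) on the log2 scale in the lungs of the Philippine animals and at 6.73 ± 0.44 (n = 15) in the other lungs (limma, adjusted p = 3.6e-08). KIF25, a kinesin, was at 12.03 ± 0.72 and 8.80 ± 0.77 in the same groups (adjusted p = 4.2e-05). C11orf85 was at 9.17 ± 0.29 in Philippine spleens and 7.06 ± 0.57 in the others (adjusted p = 8.7e-05), and TMPRSS11E, a serine protease of epithelia, at 6.97 ± 0.35 and 5.82 ± 0.20 in heart (adjusted p = 0.00057). In the lungs of the Mauritian animals, F2RL2, a thrombin receptor, was at 11.01 ± 0.53 (n = 8) and at 9.49 ± 0.68 (n = 13) in the other lungs (adjusted p = 0.030). Of the 32 associations, 7 genes differed between Philippine and other animals in their eQTL tissue, 6 higher and 1 lower (9 when adjusted over the list alone), which is 21.9% against 2.11% of all 113090 tests. For Mauritian animals 4 of 32 differed, 3 higher and 1 lower (9 when adjusted over the list alone), which is 12.5% against 0.039% of all tests. The list was chosen by the study on these animals, so its counts are not independent evidence. With slide as a block, the difference went from 2.11 to 2.17 for KLKB1 in Philippine lungs (adjusted p = 0.057), and in Mauritian lungs from 1.49 to 1.19 for F2RL2, from 1.36 to 1.31 for OR4K17, fitted values of uncertain size since its mean in the other lungs, 6.39, lay below the random control, and from -0.98 to -0.90 for ABRA (adjusted p = 0.058 to 0.066), so these 4 no longer passed although most were about as large. ABRA in Philippine lungs passed only with this block, with 0.91 (adjusted p = 0.040) after 0.66 (adjusted p = 0.25). Apart from PH_1, aged 3 years and with CNTNAP2 at 10.57, the Philippine animals were also the older ones. The animals of each origin came from breeding centers in a different place, which cannot be told apart from origin.

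**Figure D1:**
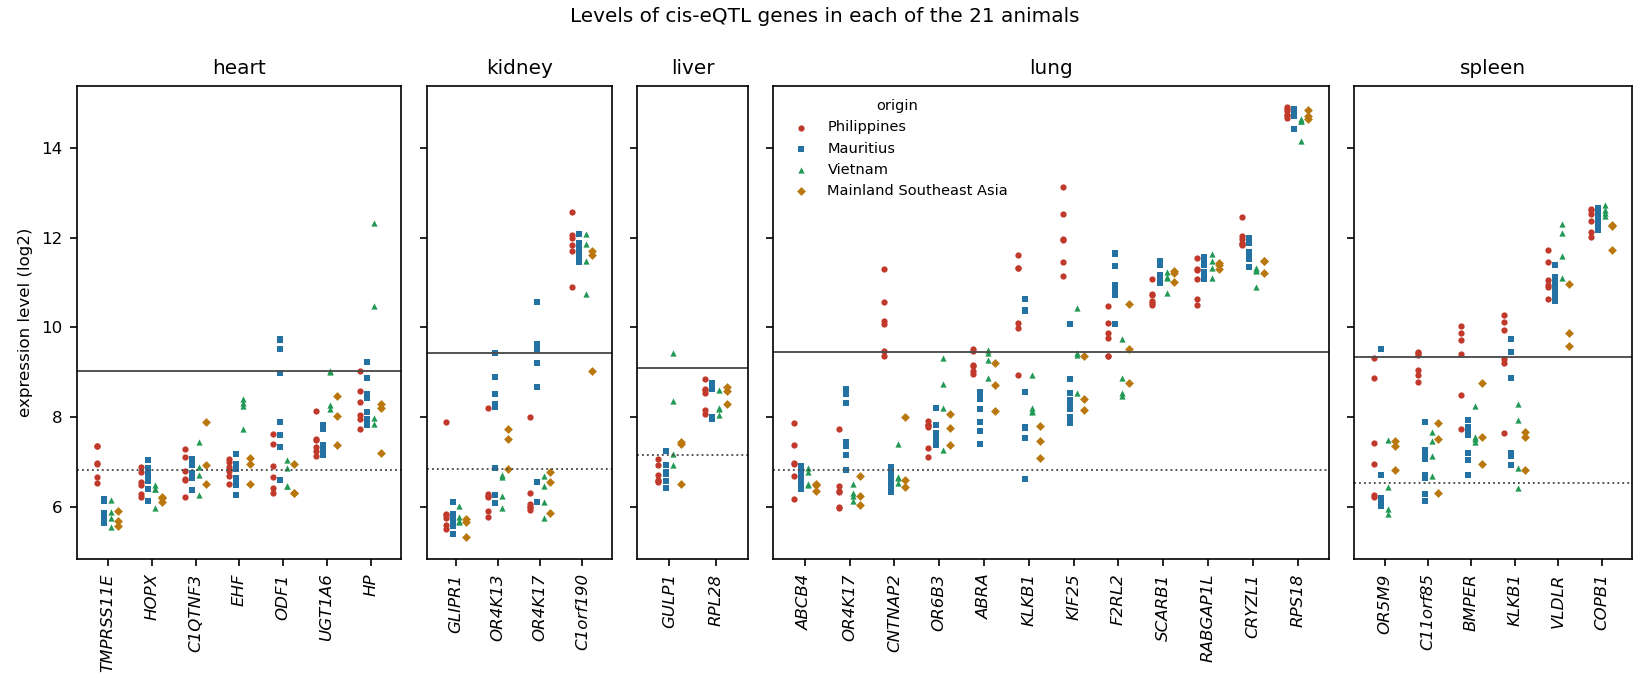
Log2 expression level of cis-eQTL genes in each of the 21 animals, 1 panel per eQTL tissue, with animals marked by origin. The solid line is the median of all other probe sets of the tissue and the dotted line the random control, and in heart the 7 genes have means below the solid line.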

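The 2 associations of C1orf190 and RABGAP1L on chromosome 1 were followed with numeric genotypes, each the median log2 ratio of the CNV region. C1orf190 was at 11.59 ± 0.71 (SD, n = 21) in kidney and higher by 1.09 ± 0.16 (SE) per unit of the genotype of a deletion of 3.53 kb (permutation p = 8.0e-05, adjusted p = 0.00075). RABGAP1L, a GTPase activating protein of RAB proteins, was at 11.29 ± 0.29 in lung and higher by 0.24 ± 0.038 per unit at a deletion of 3.59 kb (permutation p = 0.0001, adjusted p = 0.00075). RABGAP1L also had a slope in kidney, 0.27 ± 0.085 (permutation p = 0.0019, adjusted p = 0.0096), but without the covariate r was 0.25 (permutation p = 0.25) and rho -0.07 (p = 0.77), and without PH_3 and PH_5 the slope had a permutation p of 0.28. The other 7 pairs of these genes and a further tissue had permutation p of at least 0.082. The model was that of the paper, with the first principal component as covariate, and the p values are two-sided and adjusted over 15 tests. The study chose C1orf190 in kidney and RABGAP1L in lung on these animals, so their p are not independent evidence. With slide added, the slopes were 1.07 for C1orf190 and 0.22 for RABGAP1L. Pearson's r without the covariate was 0.88 for C1orf190 (permutation p = 0.0009) and 0.85 for RABGAP1L (p = 0.00049), and Spearman's rho was 0.40 (p = 0.072) and 0.44 (p = 0.045). Few animals had a low genotype. Without the 2 animals farthest from the median genotype, the slope was 0.34 for C1orf190 (permutation p = 0.40, without MSA_3 and VN_4) and 0.28 for RABGAP1L (p = 0.10, without PH_3 and PH_5). The latter slope is no smaller, but the genotypes left span only -0.99 to 0.15, against -3.46 in the lowest animal.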

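In heart, the means of all 7 eQTL genes lay below the median of the other probe sets. HOPX, a homeobox protein of the developing heart, was at 6.48 ± 0.29 (SD, n = 21), C1QTNF3, a secreted relative of C1q, at 6.85 ± 0.39, ODF1, a sperm tail protein, at 7.39 ± 1.15 and HP, the haemoglobin-binding haptoglobin of plasma, at 8.52 ± 1.11. The median over the 7 genes was 7.05 and that over 22611 other probe sets 9.03 (exact two-sided Wilcoxon rank sum test, p = 0.0028, adjusted p = 0.014 over 5 tissues). In kidney 3 of 4 eQTL genes lay below the median of the others, with medians of 7.17 and 9.42 (exact p = 0.14, adjusted p = 0.36). In liver 2 of 2 lay below it, with medians of 7.76 and 9.11 (exact p = 0.25, adjusted p = 0.42), and in spleen 5 of 7, with medians of 8.04 and 9.344 (exact p = 0.37, adjusted p = 0.46). The 12 eQTL genes of lung ranged from ABCB4 at 6.71 ± 0.38 to the ribosomal protein gene RPS18 at 14.71 ± 0.17, with 6 below the median of the others and medians of 9.35 and 9.46 (exact p = 0.99). Means below the random control were found for TMPRSS11E and HOPX in heart, GLIPR1 in kidney, GULP1 in liver and ABCB4 in lung. HOPX was at percentile 7.4 in heart and 49.4 in lung, and UGT1A6, a glucuronidation enzyme, at 28.7 in heart and 93.7 in kidney. Genes are not independent replicates, and with means of linear levels the lung difference turned to 0.51.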

Closer inspection of eQTL genes revealed in general lower average expression levels than the tissue average (Fig. 2b), however this difference was only significant in heart (Wilcoxon rank sum test, *p* = 0.005). Functional annotation using the DAVID knowledgebase [40] showed that half of the eQTL genes encode for membrane proteins and that most eQTL genes are involved in processes like metabolism, receptor activity, and transcription. Moreover ~2/3 of the eQTL genes are associated with metabolic or cardiovascular diseases (Additional file 1: Table S4).

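Among the 30 genes of Table S4, the table assigns 12 to metabolism, 7 to receptor activity and 3 to transcription. Of the receptors, the lipoprotein receptors VLDLR, at 11.04 ± 0.63 (SD, n = 21) in spleen, and SCARB1, at 11.04 ± 0.30 in lung, had high levels. Olfactory receptors of the same group had low levels, 7.83 ± 0.52 for OR6B3 in lung and 6.91 ± 1.12 for OR5M9 in spleen. Of the transcription group, ABRA, a gene of striated muscle, was at 8.74 ± 0.62 in lung and EHF, an ETS factor of epithelia, at 7.05 ± 0.61 in heart. The metabolism group ranged from GLIPR1 at 5.81 ± 0.51 in kidney, below the random control, to a ribosomal protein gene, and it also held CRYZL1, related to quinone reductase, at 11.64 ± 0.36 in lung. The median percentile within the tissue was 25.3 for metabolism, 19.6 for receptor activity and 16.1 for transcription. The groups share genes, so their values are not independent.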

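The disease annotation of Table S4 gives 13 of the 30 genes for metabolic and 12 for cardiovascular traits, and 17 for either. KLKB1, the plasma kallikrein that releases bradykinin, was at 8.99 ± 1.53 (SD, n = 21) in lung and 8.18 ± 1.25 in spleen, and varied between animals from 6.62 to 11.62 and from 6.42 to 10.27. BMPER, an extracellular regulator of BMP signalling, was at 8.04 ± 0.98 in spleen. The smallest spread among the named genes was that of RPS18. Across the 17 genes, the median percentile within the eQTL tissue was 32.9, close to the medians of 36.2 for the metabolic and 33.8 for the cardiovascular genes.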

**Fig. 2:**
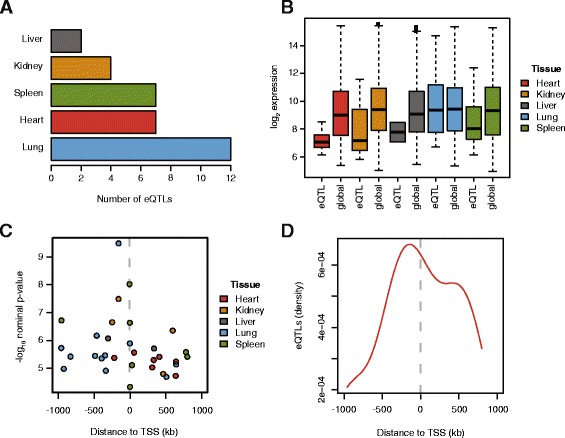
eQTLs. **a** Number of detected *cis*-eQTL per tissue under 10% false discovery rate (FDR). **b** Average expression levels of eQTL genes in each tissue versus the average expression level of all genes in the respective tissue. **c** Nominal *p*-value of all detected *cis*-eQTL as a function of the distance to the transcription start site (TSS) of the eQTL CNV to its associated gene. **d** Density of detected *cis*-eQTLs as a function of the distance to the transcription start site (TSS) of the eQTL CNV to its associated gene

Closer analysis of the CNV-eQTL associations revealed increasing significance and frequency for CNVs in close proximity to the transcription start site (TSS) (Fig. 2c). The highest density of eQTL CNVs was found around 200 kb upstream of the TSS (Fig. 2d), which usually marks DNaseI hypersensitive regulatory DNA regions [41]. However, eQTL CNVs were generally not found to be located more often upstream of the TSS than downstream (Binomial test, *p* = 0.56).

Previous research suggests that CNVs might affect gene expression changes of multiple proximal genes [4]. We therefore sought to discover additional, weaker associations within the detected eQTL regions, which we might have missed in the genome-wide eQTL mapping. For each eQTL region, all associations between genes within 1 Mb of an eQTL gene’s TSS and the eQTL CNV were assessed and corrected for multiple testing per region by Bonferroni correction. A total of 12 additional associations were detected in ten out of 31 non-overlapping eQTL regions. Within these regions, on average 11.3% of genes were also associated with the eQTL CNV and all associations showed the same directionality as the eQTL.

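Neighbouring genes of Table S5 mostly varied together with the eQTL gene across the 21 animals. The study chose both genes of a pair by association with the same CNV in these animals, so the r are not independent evidence. In heart, EHF and SLC1A2, a glutamate transporter at 6.81 ± 0.93 (SD, n = 21), had an r of 0.89 (permutation p = 4e-05, adjusted p = 0.00013; rho = 0.59, adjusted p = 0.011). The 4 Vietnamese hearts had the highest levels of both, 7.74 to 8.41 for EHF and 8.00 to 9.20 for SLC1A2, against at most 7.18 and 6.90 in the other hearts, and they also held 9.41 to 13.08 of ALB, the albumin transcript of liver, against at most 7.02. Without these 4 hearts, a comparison chosen after the data were seen, r was 0.17 (permutation p = 0.50). HP and TAT, a tyrosine-degrading liver enzyme at 7.03 ± 0.53 in heart, had an r of 0.74 (adjusted p = 0.0019; rho = 0.37, adjusted p = 0.12) that rested on VN_2 and VN_3, without which it was 0.11 (permutation p = 0.66). In liver, both probe sets of the ribosomal protein gene RPL28 had an r of 0.73 (adjusted p = 0.00048; rho = 0.67), and GULP1, an engulfment adaptor, and TFPI, an inhibitor of coagulation, one of 0.62 (adjusted p = 0.0036; rho = 0.58). GLIPR1 and PHLDA1 in kidney had an r of 0.57 (adjusted p = 0.030; rho = 0.09), which was 0.043 (permutation p = 0.86) without MU_3 and PH_4. In lung, r was 0.46 for KIF25 and the chemokine receptor CCR6 (adjusted p = 0.043; rho = 0.44, adjusted p = 0.064), 0.45 for RPS18 and the collagen gene COL11A2 (adjusted p = 0.043; rho = 0.46, adjusted p = 0.051) and -0.36 for OR6B3 and DUSP28 (adjusted p = 0.11; rho = -0.20). With slide means removed, r was 0.90 for EHF and SLC1A2, 0.73 for HP and TAT, 0.70 for RPL28, 0.65 for GULP1 and TFPI, 0.58 for GLIPR1 and PHLDA1, 0.51 for KIF25 and CCR6, 0.15 for RPS18 and COL11A2 and -0.29 for OR6B3 and DUSP28. Without the 2 animals farthest in the eQTL gene, r was 0.81 for EHF and SLC1A2, 0.66 for RPL28, 0.44 for GULP1 and TFPI (permutation p = 0.061), 0.44 for KIF25 and CCR6 (p = 0.060), 0.43 for RPS18 and COL11A2 (p = 0.064) and 0.036 for OR6B3 and DUSP28. Adjusted p values are over 13 pairs, 5 of them between olfactory receptor genes.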

Among the most significant associations we found a group of olfactory receptor (OR) genes (*OR4K17, OR5M9*) on Cynomolgus monkey chromosome 7 and 14 as well as the ATP-binding cassette transporter 4 (*ABCB4*) on chromosome 3, also known as multidrug resistance protein 3 (*MDR3*) (Additional file 1: Table S4). In close proximity to the OR genes on chromosome 7 we detected a duplication event associated with expression changes of *OR4K17* in kidney and in lung and *OR4K13* in kidney (Fig. 3, Additional file 1: Figure S2). 

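OR4K17 and OR4K13 had higher levels in animals with a higher CNV signal. In kidney, OR4K17 was at 9.59 ± 0.77 (SD, n = 4) in the 4 animals first in the order of Fig. 3a and 6.70 ± 1.13 (n = 17) in the others, with a rho of 0.61 between level and order (permutation p = 0.0038, adjusted p = 0.019). Its lung levels were 8.23 ± 0.54 and 6.58 ± 0.55 in the same groups, with a rho of 0.85 (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 0.00025). OR4K13 in kidney was at 8.77 ± 0.51 and 6.70 ± 0.79, with a rho of 0.58 (adjusted p = 0.026). Animals from Mauritius had the highest levels, up to 10.56 for OR4K17 in kidney, and a mean for OR4K17 of 8.72 ± 1.57 (n = 8) in kidney against 6.35 ± 0.60 (n = 13) in the other origins. Within the 8 Mauritian animals, rho was 0.88 (exact permutation p = 0.0072) for OR4K17 in kidney, 0.69 (exact p = 0.069) for OR4K17 in lung and 0.93 (exact p = 0.0022) for OR4K13 in kidney. On the 3 kidney slides, rho was 0.50, 0.77 and 0.71 for OR4K17 and 0.45, 0.77 and 0.71 for OR4K13, and on the 2 lung slides with enough animals 0.95 and 0.86 for OR4K17. Values of p are two-sided and adjusted over 25 pairs of gene and tissue. The order of the animals stands for the numeric genotype of this CNV, which was not used here. The study chose OR4K17 and OR4K13 by association with this CNV in these animals, so their rho and p are not independent evidence.

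**Figure D2:**
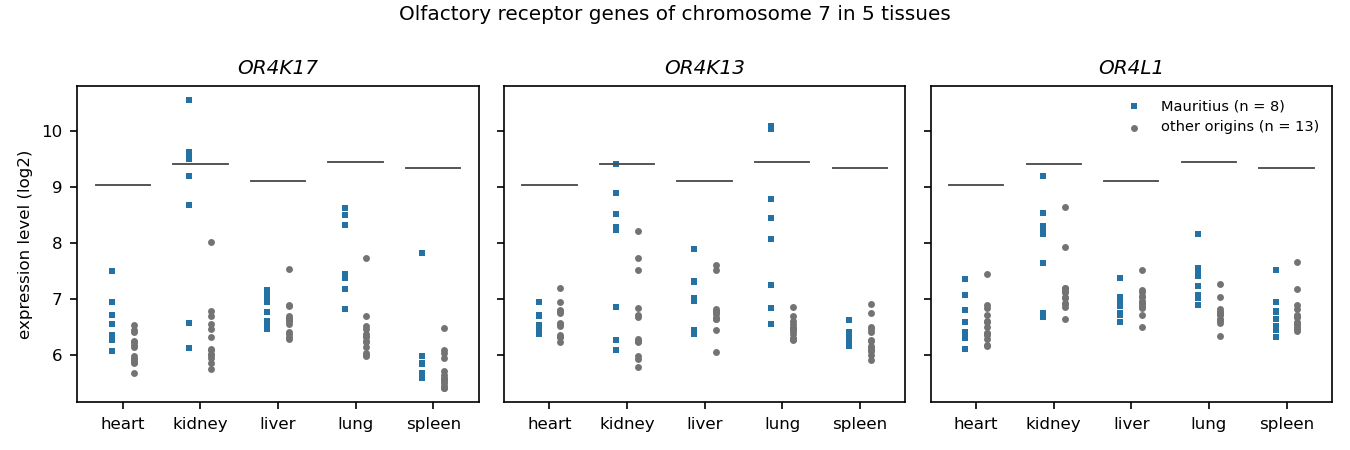
Log2 expression level of OR4K17, OR4K13 and OR4L1 in each animal and tissue, with Mauritian animals (squares, n = 8) beside those of other origins (circles, n = 13). The line is the median of all other probe sets of the tissue, and OR4K17 passes it in the kidneys of 4 animals.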

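OR4K13 in lung was at 9.339 ± 0.85 (SD, n = 4) in the 4 animals first in the order of Fig. 3a and at 6.63 ± 0.45 (n = 17) in the others, with a rho of 0.64 (permutation p = 0.0021, adjusted p = 0.018). OR4L1 was at 8.55 ± 0.46 and 7.24 ± 0.56 in kidney (rho = 0.60, adjusted p = 0.020) and at 7.34 ± 0.56 and 6.88 ± 0.35 in lung (rho = 0.61, adjusted p = 0.019). The study found these associations of OR4K13 and OR4L1 on the same animals, so their p are not independent evidence. OR4K14, which Table S5 does not list, had a rho of 0.68 in kidney (adjusted p = 0.010) and 0.45 in lung (adjusted p = 0.11), and OR4N5 a rho of -0.18 in kidney and 0.40 in lung (permutation p = 0.073). Levels of the receptor genes followed each other, with an r of 0.87 for OR4K13 and OR4K17 in kidney, 0.85 for this pair in lung, 0.80 and 0.70 for OR4L1 and OR4K17, and 0.76 for OR4L1 and OR4K13 in kidney (rho = 0.84, 0.68, 0.57, 0.66 and 0.62, adjusted p at most 0.00082 for r). Without the 2 animals farthest in the eQTL gene, these r were 0.79, 0.71, 0.79, 0.65 and 0.73. OR4L1 and OR4K13 in lung, where neither is the eQTL gene of Table S4, had an r of 0.58 (permutation p = 0.0078; rho = 0.52), and 0.38 without 2 animals. Within the Mauritian animals rho was 0.79 for OR4K13 in lung (exact permutation p = 0.028), 0.71 for OR4L1 in kidney (exact p = 0.058) and 0.071 for OR4L1 in lung (exact p = 0.88), so OR4L1 in lung did not follow the order within this origin. By slide, rho was 0.92 and 0.38 for OR4K13 in lung, 0.22, 0.77 and 0.77 for OR4L1 in kidney and 0.67 and 0.69 for OR4L1 in lung, and the lung slide with the 4 Vietnamese animals was too small.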

Further investigation of this eQTL region revealed additional associations with *OR4K13* in lung and *OR4L1* in both kidney and lung. For *ABCB4* we detected a deletion ~480 kb upstream of its TSS associated with increased transporter expression in lung (Fig. 4, Additional file 1: Figure S3). Both examples highlight the impact of intergenic CNVs on gene expression in a tissue specific manner.

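ABCB4, the phosphatidylcholine transporter of bile, was at 7.41 ± 0.45 (SD, n = 3) in the lungs of the 3 carriers of the deletion, the Philippine animals PH_1, PH_2 and PH_3, and at 6.59 ± 0.21 (n = 18) in the lungs of the other animals. The difference was 0.82 on the log2 scale (exact two-sided permutation test, p = 0.00075, adjusted p = 0.0038). Its size is uncertain, since the mean of the others lay below the random control of 6.83. ABCB4 exceeded the random control of the same array in 4 of 21 lungs, and carrier PH_2, at 6.972, lay below its own, 6.982. The study chose this association on these animals, so the p is not independent evidence. Each carrier lay above each of the other animals, with 6.972 for the lowest carrier and 6.955 for the highest other animal. The lung is the tissue with the lowest ABCB4 level, whereas the gene was at 12.57 ± 0.52 (n = 21) in liver. In heart, carriers were at 8.87 ± 1.33 and the others at 8.04 ± 0.88 (exact p = 0.18, adjusted p = 0.30), in kidney at 7.34 ± 0.04 and 7.83 ± 0.51 (exact p = 0.091, adjusted p = 0.23), in liver at 12.30 ± 0.40 and 12.62 ± 0.54 (exact p = 0.34, adjusted p = 0.42) and in spleen at 9.67 ± 0.29 and 9.319 ± 0.72 (exact p = 0.44, adjusted p = 0.44). Without each carrier in turn, the heart difference ranged from 0.156 to 1.487 (exact p = 0.83 to 0.042). ABCB1, the neighbouring P-glycoprotein gene, was also higher in the carriers, by 1.19 in lung, at 11.03 ± 0.47 and 9.83 ± 0.56 (exact p = 0.0030, adjusted p = 0.024 over 40 tests of neighbouring genes), and by 0.57 among the Philippine animals alone (exact p = 0.1). On lung slide 1 the difference in ABCB4 was 0.82 and on slide 2 it was 0.85, with few carriers on each. Among the 6 Philippine animals alone the difference in ABCB4 was 0.80 (exact p = 0.1, the smallest p that 3 against 3 allow).

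**Figure D3:**
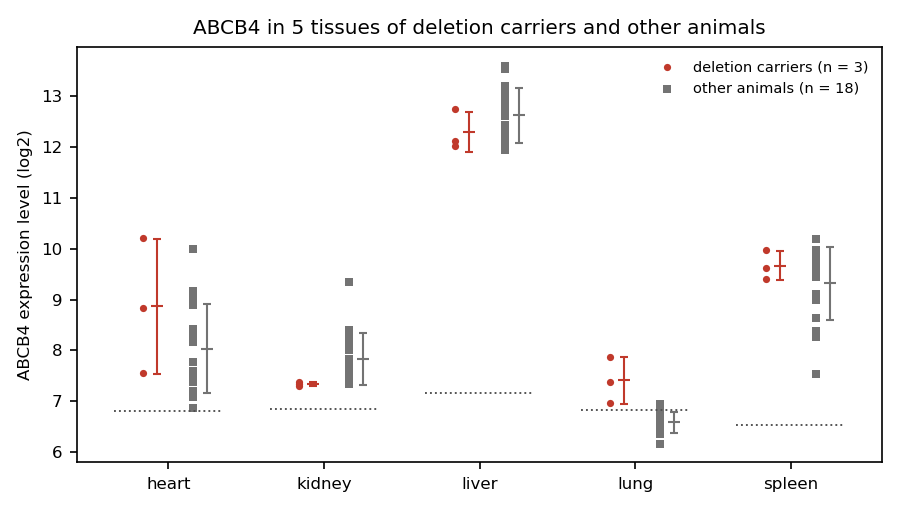
Log2 expression level of ABCB4 in 5 tissues of the deletion carriers (n = 3) and the other animals (n = 18), with points for animals, bars for mean and SD, and a dotted line for the random control. In lung the 3 carriers lie between 6.97 and 7.88.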

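OR4K17 did not follow the order of CNV signal at the adjusted threshold in heart (rho = 0.42, adjusted p = 0.14), liver (rho = 0.078, adjusted p = 0.89) or spleen (rho = 0.074, adjusted p = 0.89), where its mean was 6.29 ± 0.42 (SD, n = 21), 6.68 ± 0.30 and 5.82 ± 0.53, below the random control. The other receptor genes of the region did not either, the closest being OR4N5 in spleen with a rho of -0.46 (adjusted p = 0.11) and OR4K14 in spleen with 0.43 (adjusted p = 0.13). After the first principal component, the covariate of the paper, was removed, 2 of these pairs passed, OR4K17 in heart with a rho of 0.64 (adjusted p = 0.019) and OR4K14 in spleen with 0.58 (adjusted p = 0.024). With slide means removed they had a rho of 0.50 (adjusted p = 0.064) and 0.49 (adjusted p = 0.069). Low levels in these tissues limit what an array can show of a further decrease, whereas a rise from such levels was seen in kidney and lung. MU_8, first in the order of Fig. 3a, had the highest OR4K17 in heart (7.50, next 6.94) and spleen (7.81, next 6.48). It was the only animal above the random control of its array in these 2 tissues. In liver MU_8 was at 6.52 and the highest animal was PH_2 at 7.53. For ABCB4, the lung level lay below the mean of the other 4 tissues of the same animal at a difference of -2.13 ± 0.40 (n = 3) in carriers and -2.86 ± 0.40 (n = 18) in the others. Carriers and others thus differed by 0.73 between lung and the other tissues (exact two-sided permutation test over animals, p = 0.0098), and by 0.50 (exact p = 0.10) without carrier 1. Among the Philippine animals alone they differed by 0.52 (exact p = 0.3). The size of these values is uncertain, since the mean of the others in lung lay below the random control. The study found the association in lung on these animals, so the p of 0.0098 is not independent evidence.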

**Fig. 3:**
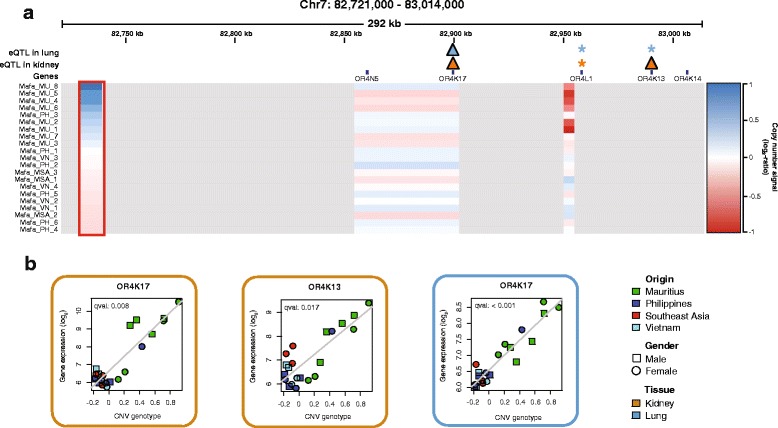
eQTL loci. **a** region on chromosome 7 containing olfactory receptor *cis*-eQTLs in both kidney (orange) and lung (blue). CNV loci are color coded according to the copy number signal (copy number gain in blue, copy number loss in red). The red box highlights the CNV locus, which shows duplication events associated with gene expression changes of proximal olfactory receptor genes. Triangles indicate an association reported from the genome-wide *cis*-eQTL mapping, while stars indicate additional associations revealed by the eQTL region analysis. **b** eQTL association plots for olfactory receptor *cis*-eQTLs on chromosome 7 in both kidney (orange) and lung (blue). CNV genotype refers to the quantitative genotype defined as the median log_2_-ratio of CGH probes contained within the CNV

**Fig. 4:**
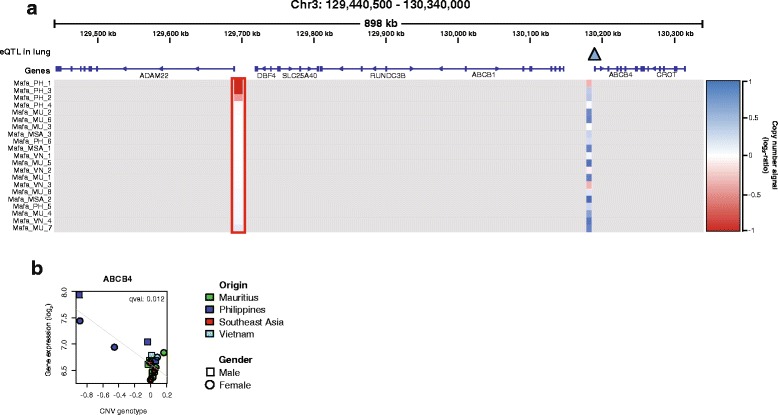
eQTL loci. **a** Region on chromosome 3 containing the *ABCB4 cis*-eQTL in lung (blue triangle). CNV loci are color coded according to the copy number signal (copy number gain in blue, copy number loss in red). The red box highlights the CNV locus, which shows deletion events associated with gene expression changes of the *ABCB4* gene. **b** eQTL association plots of *ABCB4* expression levels with the deletion CNV found in individuals from the Philippines. CNV genotype refers to the quantitative genotype defined as the median log_2_-ratio of CGH probes contained within the CNV

## Discussion

Taking advantage of the recently sequenced Cynomolgus monkey genome, we developed species-specific microarrays for CNV detection and transcriptome profiling to explore CNV diversity, genome variation, and transcriptional consequences in natural monkey populations. For this approach we developed a computational pipeline combining careful data normalization and 3 different, non-redundant CNV calling methods enabling us to assess copy number variation in Cynomolgus monkeys at very high resolution (>2 kb). According to our knowledge, this is the first study to investigate natural copy number variation in this species.

We predominately find small CNVs among our individuals with a median length of about 8 kb. Technically, this finding highlights the importance of a meticulous CNV calling approach, since we operate close to the resolution limit of the array with many CNVs encompassing only 5 probes. Biologically, this finding is in line with current human genetic research, which suggests that individuals from normal and healthy populations carry mostly short CNVs (median length of 7.4 kb) [38]. Genome-wide mapping of CNVs to copy number variable regions revealed that more than half of all CNVs were population specific with a majority detected in only one individual, suggesting that many of the population specific CNVs are probably found at low frequency at the respective loci. Genotyping of Cynomolgus monkeys based on CNVs revealed a clustering by origin, clearly separating the Mauritian and Philippine island populations from mainland populations, an effect probably mediated by genetic bottlenecks and geographical isolation. For example Mauritian monkeys are descendants from a small number of individuals brought to the island in the 16th century [31]. Separation between the Southeast Asian and Vietnamese mainland populations is less pronounced, in line with the fact that these two populations share geographically adjacent biotops [23]. In this context we also discovered that duplications are less informative than deletions as population genetic markers in agreement with CNV profiling studies in great apes and humans [37, 38]. These studies have shown that deletions are less likely than duplications to be subjected to recurrent mutation events. Hence deletions cannot change their copy number state so dynamically over a short time period and are more likely to exhibit identity by descent as a result of an ancestral mutation event.

Since the median gene locus size in Cynomolgus monkeys is 47 kb, the majority of CNVs are too small to delete or alter the copy number of an entire gene making them less likely to become an evolutionary constraint. Furthermore, short CNVs are more frequently generated de novo than large CNVs (>500 kb) [42], which indicates that they are not under strong purifying selection in contrast to deleterious large CNVs [19]. Therefore the genomic regions where most CNVs are found might be those where copy number is less important or where CNVs affect regulatory regions (enhancers, insulators, silencers) that have modulatory impact on gene expression. We find that a relatively small number of CNV loci are associated with gene expression changes, suggesting that most copy number variation have no link to gene expression regulation, similar to single nucleotide variants. When looking at the association strength of our eQTLs, it became evident that the strongest associations are detected with variants close to their targets’ TSS. This relationship between genetic distance to TSS and stronger association effects appears to be similar between CNVs and SNPs. However eQTL-SNPs distribute more symmetrically in very close proximity to the TSS (within +/− 100 kb) [13, 43, 44], whilst our eQTL-CNV distributions peak ~200 kb upstream of the TSS. Therefore it is possible that eQTL-CNVs indicate more tissue-specific regulatory DNA regions or enhancer elements, whilst the majority of eQTL-SNPs mark general, tissue-independent regulatory elements which tend to be found in very close proximity to the TSS [45, 46]. Indeed, almost all of the CNV-eQTLs identified in our study exhibit tissue-specific effects. Furthermore, the eQTL-genes show generally lower expression levels than the respective tissue average. This observation might indicate, that highly expressed genes are either depleted of regulatory variants by purifying selection or that gene regulatory networks can buffer the effects of regulatory variants. However, lower expressed genes with insufficient network mediated buffering might be more responsive to CNVs in regulatory DNA regions. 

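KLKB1, an eQTL gene of lung and spleen, varied together across animals in these tissues, with an r of 0.92 (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 0.00042; rho = 0.81). Its lung and spleen levels also followed those in heart (r = 0.87 and 0.76, adjusted p = 0.00042 and 0.0021; rho = 0.89 and 0.69) and ran against those in liver (r = -0.62 for both, adjusted p = 0.016 and 0.015; rho = -0.58 and -0.65). KIF25, mapped in lung, had an r of 0.88 with spleen (adjusted p = 0.00042; rho = 0.80). C11orf85, mapped in spleen, had one of 0.82 with lung (adjusted p = 0.00063; rho = 0.69) and 0.68 with kidney (adjusted p = 0.0061; rho = 0.75). OR4K17 had one of 0.82 between kidney and lung (adjusted p = 0.0013; rho = 0.69) and 0.60 between lung and heart (adjusted p = 0.040; rho = 0.51), the latter resting on the 2 farthest animals, without which it was 0.33 (p = 0.16). OR4K13 in kidney and lung had an r of 0.67 (adjusted p = 0.015; rho = 0.48), and BMPER, mapped in spleen, one of -0.66 with kidney (adjusted p = 0.015; rho = -0.58). Over 126 pairs of eQTL tissue and other tissue, 9 positive and 3 negative r passed the adjusted threshold, and 5 of the 30 genes had at least 1 positive r that did. The median r was 0.090, against 0.069 for 2000 random probe sets, and 11.1% of the pairs had an r above 0.5, against 5.03%. Without the 2 animals farthest in the eQTL tissue, 8 positive and 1 negative r passed. Slides differ between tissues, so no slide is shared by the levels of a pair. The r were taken over all origins, without adjustment. KLKB1, KIF25, C11orf85 and OR4K17 also differed between origins, and such a difference, shared by the tissues of an animal, can give a high r by itself. From the position of the CNVs and the restriction of nearly all associations to single tissues, the paper raises as a possibility that eQTL-CNVs mark regulatory DNA or enhancers of a more tissue-specific kind than most eQTL-SNPs do.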

The resulting change in expression level might offer an adaptive advantage in a tissue-specific manner. In this respect, we highlight two particularly interesting eQTL regions on Cynomolgus monkey chromosome 7 and 3. 

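OR4K17 in kidney ranged from 5.75 to its highest level, at percentiles 1.32 and 68.8 of the tissue, and 4 of 21 kidneys lay above the median of all probe sets, 9.42. In lung it ranged from 5.98 to 8.63, at most at percentile 37.0, and no lung lay above the median of 9.46. OR4K13 in kidney ranged from 5.78 to 9.42, at most at percentile 49.9, and in lung from 6.26 to 10.09, at most at percentile 60.1, with 2 lungs above the median. OR4L1 ranged from 6.63 to 9.2 in kidney and from 6.33 to 8.16 in lung, at most at percentiles 46.3 and 29.2. OR4K17 lay above the random control of the same array in 7 of 21 kidneys and 7 of 21 lungs. The levels come from 6 probes per gene on each array.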

A duplication event on chromosome 7 changes the expression levels of a group of OR genes in lung and kidney from a very low level to a level close to the average global gene expression. Although olfactory receptors are typically not expected to be expressed in internal organs, they belong to genes relevant to the immediate environment and have been found overrepresented amongst copy number variable genes [47]. Recent studies highlighted a role of such receptors in kidney where their chemosensory function plays a role in tracking of the chemical composition of blood and tubular fluids and the modulation of renin secretion, blood pressure, and glomerular filtration rate [48, 49]. On chromosome 3 we detected a deletion event associated with increased expression of *ABCB4* in lung. This gene product is known to act as tumor suppressor once overexpressed in lung cancer [50]. Since *ABCB4* expression was shown to be regulated by epigenetic silencing, a deletion 480 kb upstream of this gene might abolish epigenetic control of transcription, possibly resulting in constitutive overexpression. Carrier of such copy number variations modulating expression levels of a tumor suppressor gene might benefit from protective advantages.

## Conclusion

We describe for the first time substantial copy number variation in natural *Macaca fascicularis* populations as an additional genetic source of diversity and interindividual variation. We report several tissue specific associations between CNVs and expression levels of proximal genes providing a molecular link for variable transcriptional programs between individuals. As an example a genomic region on chromosome 7, which harbors several OR genes, shows an association between gene expression and a close-by duplication event in both kidney and lung. Our data suggest that CNVs shape tissue transcriptomes of vitally important organs, possibly offering an adaptive advantage.

## Methods

### Ethics statement

All peripheral blood and tissue samples (heart, kidney, liver, lung, spleen) used in this study were supplied by AAALAC accredited contract research organizations. Animal samples were taken from healthy, untreated animals of GLP drug-safety studies in accordance with local, national and international regulations. All procedures were approved by the Institutional Animal Care and Use Committee (IACUC) and governmental agencies responsible for animal welfare in compliance with local laws and regulations.

### Animal samples

Tissue samples for CGH and expression analysis were taken from Cynomolus monkeys obtained from breeding centers located in the Philippines (3 females and 3 males), in Vietnam (2 males, 2 females), in China for animals from Mainland Southeast Asia (3 females), or in Mauritius (4 females and 4 males) (Fig. 1a). Blood samples for CGH analysis were taken from Cynomolgus monkeys with Mauritian origin (25 males). Details (gender, weight, age, origin) of all animals and their suppliers are on record and were part of the data submitted to public databases.

### NimbleGen gene expression analysis

Cynomolgus monkey tissues were homogenized in tubes prefilled with 1.4 mm ceramic beads and QiaGen’s lysis reagent RLT using a FastPrep-24 instrument (MP Biomedicals, Solon, OH, USA). Total RNA from lysates was extracted using the RNeasy Mini kit combined with DNase treatment on a solid support (Qiagen Inc., Valencia, CA, USA). RNA quality assessment and quantification was performed using microfluidic chip analysis on an Agilent 2100 bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA). On a Biomek FXp workstation (Beckman Coulter Inc., Brea, CA, USA), 10 ng of total RNA was used to prepare cDNA with the NuGen Ovation Pico WTA System V2 (NuGEN Technologies, Inc., SanCarlos, CA, USA), followed Cy3 labeling of cDNA with the Roche NimbleGen One Color DNA Labeling Kit. NimbleGen 12x135K gene expression microarrays (design: 120419_Cynomolgus_v5_TH_exp_HX12) were hybridized with 4 μg of Cy3-labeled cDNA for 16 h at 42 °C and were washed and dried according to the manufacturer’s instruction. Microarray data were collected by confocal scanning using the Roche NimbleGen MS200 Microarray scanner at 2 μm pixel resolution (Roche NimbleGen, Inc., Madison, WI, USA). NimbleGen probe intensities were subjected to Robust Multi-Array Analysis (RMA) with background correction and quantile normalization as implemented in the NimbleScan Software, version 2.6 (Roche NimbleGen, Inc., Madison, WI). Averaged gene-level signal intensities were summarized into gene calls and log_2_ transformed. To summarize the major biology of genes, functional annotation was performed using the DAVID knowledgebase version 6.8 (https://david.ncifcrf.gov/).

### Comparative genomic hybridization arrays

Cynomolgus monkey spleen tissues were homogenized in tubes prefilled with 1.4 mm ceramic beads and QiaGen’s lysis reagent ALT using a FastPrep-24 instrument (MP Biomedicals, Solon, OH, USA) and then incubated with Proteinase K at 55 °C for 1 h followed by RNAse A treatment at 25 °C for 2 min (Qiagen Inc., Valencia, CA). Cynomolgus monkey blood specimens (200 μl) were incubated at 70 °C for 10 min in QiaGen’s lysis reagent ALT with Proteinase K and RNAse A. Genomic DNA from lysates was extracted using the QIAamp Mini kit (Qiagen Inc., Valencia, CA, USA). Assessment of unfragmented, high molecular weight DNA and quantification was performed using microfluidic chip analysis on an Agilent 2100 bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA). 0.5 μg of DNA from one animal tissue at a time and 0.5 μg of reference DNA - pooled DNA from blood specimens of 25 male Cynomolgus monkeys — were used for labeling by an isothermal Klenow fill-in reaction with either Cy3 or Cy5 random nonamer primer using the Roche NimbleGen Dual color labeling kit (Roche NimbleGen, Inc., Madison, WI). Labeling Hybridization Controls were spiked-in as quality controls for copy number variation detection (Roche NimbleGen, Inc., Madison, WI).

NimbleGen 4.2 M CGH microarrays (design: 120405_Cynomolgus5_CGH_UX1) were hybridized with 34 μg of Cy3- and 34 μg of Cy5-labeled DNA for 72 h at 42 °C. After hybridization, microarrays were washed and dried according to the manufacturer’s instruction, whereat 150 mM 1,3,5-Triaza-7 phospha-adamantane was included in the last washing step to avoid interference of ozone with the Cy5 dye during drying and scanning. Microarray data were collected by confocal scanning using the Roche NimbleGen MS200 Microarray Scanner at 2 μm pixel resolution (Roche NimbleGen, Inc., Madison, WI, USA).

### aCGH normalization

aCGH probe intensities were subjected to LOESS spatial correction, background correction, and q-spline normalization as implemented in the NimbleGen DEVA software, version 1.2 (Roche NimbleGen, Inc., Madison, WI). The data were then additionally normalized for probe GC-content [7]. To estimate the effect of probe GC-content on the measured log_2_-ratios, linear models were fitted for each array according to following formula:

$$ { \log}_2\left({R}_i\right)=\alpha +{\beta}_1 G{C}_i+{\beta}_2 G{C}_i^2+{\varepsilon}_i $$

Where log_2_(*R*_*i*_) is the measured log_2_ − ratio of an aCGH probe *i*, *a* the intercept, *GC*_*i*_ the probes GC content and *ε*_*i*_ a random error. The estimated effect of the probe GC-content was then subtracted from the measured log_2_ − ratios (i.e. residualized). Furthermore the data were normalized for wave artifacts along chromosomes as described by [33]. This was done by fitting a local regression (LOESS) model for each chromosome and array separately to estimate the effect of chromosomal position on the measured log_2_ − ratios:

$$ { \log}_2\left({R}_i\right)= g\left( po{s}_i\right)+{\varepsilon}_i $$

Where *g* is the local regression function, *pos*_*i*_ denotes the position of the probe *i* on the chromosome and *ε*_*i*_ a random error. Because the fraction of the data used in each local window (neighborhood) during model fitting is a crucial parameter, the normalization was performed across different fractions. The best was then selected based on signal-to-noise ratio (SNR) improvements before and after normalization using a CNV test set. The test set consisted of CNVs called based on the probe GC-content normalized data using all three callers with standard settings and the results were processed in the same way as the final CNV calls (see: CNV calling). Only CNVs detected in at least 2 individuals were retained for more confident CNV calls. For each individual, the signal-to-noise ratio of each aCGH probe in each CNV of the test set was calculated in the following way:

$$ S N{R}_i=\frac{\left|{ \log}_2\left({R}_i\right)\right|}{\sigma_{Ci}} $$

*SNR*_*i*_ denotes the signal-to-noise ratio of a given probe *i*, and *σ*_*Ci*_ the standard deviation of all probes on the same chromosome as probe *i*. The average SNR of all CNV probes per CGH array was used as metric to evaluate the normalization performance. Using this approach, a fraction of 4000 probes per model fitting step resulted in the largest median SNR improvement (1.1%) and was therefore chosen (Additional file 1: Figure S4, Table S5).

### CNV calling

CNV calling was performed with 3 inherently different approaches to mitigate method specific errors: R-GADA [34] was used with the following parameters: alpha = 0.2, T = 4.5, minseglen = 5. DNAcopy [35] was used with minseglen = 5, undosd = 3, undoprune = 0.05 and data smoothing was applied prior to CNV calling. CopyMap [36] was used with r = 20, T = 4, m = 5, a = 2.1, *P* = 0.001. Furthermore, for R-GADA and DNAcopy z-scores were calculated for all CNV calls based on the mean log_2_ − ratio of the CNV, and only CNVs with z-scores >1.5 or <−1.5 retained. For CNVs called by CopyMap a carrier probability of at least 0.8 was required.

The three obtained CNV calling profiles per individual were then merged and only CNVs called by at least two methods were kept, and loci with conflicting copy number states were removed. These resulting profiles were then further merged between individuals to obtain CNV regions that could be genotyped across individuals. In cases where an individual carried more than one CNV in a CNV region, the locus was marked as a complex locus and removed from subsequent steps. Additionally CNV loci located on the X chromosome or within array probe gaps larger than 500 kb + − 250 kb (e.g. centromeres) were removed. To avoid potential calling mistakes the median log_2_ − ratio of each CNV was used as genotype rather than the discrete copy number state provided by the CNV calling methods. PCA was performed with the R-function princomp to visualize and evaluate the inferred CNV genotypes together with hierarchical clustering of the Pearson correlation between log_2_ − ratios of samples.

### eQTL analysis

To assess the potential functional impact of copy number variants, we associated the inferred CNV genotypes with the expression level of proximal genes in each of the five tissues by using a *cis* expression quantitative trait loci (*cis-*eQTL) approach. No complex CNV loci were used for that purpose and in order to avoid outlier driven results only CNVs called in at least two individuals were retained. The expression level of each gene was tested for associations with all CNVs within 1 Mb of its transcription start site (TSS) using following linear model:

$$ {E}_{i t}=\alpha +{\beta}_1{C}_i+{\beta}_2{G}_{i t}+{\varepsilon}_{i t} $$

Where *E*_*it*_ is the measured expression level of a gene *E* in tissue *t* for the *i* ^th^ individual, *C*_*i*_ is the genotype of a proximal CNV *C* for the *i* ^th^ individual and *ε*_*it*_ a random error. To account for systematic confounding variation between samples, the loadings of the first principal component for individual *i* for the expression levels of all genes of the same tissue (*G*_*it*_) was added as covariate. This was done to account for global changes of the transcriptome resulting from batch effects, population stratification or metabolic state of an individual, which could lead to spurious associations. 

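The covariate followed the background level of the arrays in all 5 tissues. In heart, where it held 27.7% of the variance, its r with the random control was 0.97. Some genes of tissues other than heart moved with it, with an r of 0.91 for the pancreas genes, 0.91 for those of ciliated airway and 0.93 for those of B cells and spleen. Others did so less or not at all, with an r of 0.40 for skeletal muscle, 0.27 for adipocyte and 0.063 for hepatocyte genes. The r with the random control was 0.92 in kidney, 0.93 in liver, 0.78 in lung and 0.93 in spleen, and rho was 0.97 in heart, 0.78, 0.89, 0.80 and 0.88 (permutation p at most 9e-05 for rho and 4e-05 for r, adjusted p at most 4e-05 for r over 5 tissues). Without the 2 animals farthest from the median background, r was 0.95 in heart, 0.74 in kidney, 0.88 in liver, 0.71 in lung and 0.86 in spleen. The component held 22.0% of the variance in kidney, 20.5% in liver, 15.0% in lung and 26.3% in spleen. Origin accounted for a share of 0.59 of its variance in kidney (permutation p = 0.0047, adjusted p = 0.036) and slide for 0.54 in heart (permutation p = 0.0024, adjusted p = 0.036). Sex did not pass in any tissue (smallest permutation p = 0.055), nor did origin or slide in the remaining tissues.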

Multiple combinations of principal component covariates were tested and inspection of the results (data not shown) revealed the most credible eQTLs when using the loadings for the first principal component for gene expression levels as covariate. An adapted version of the fastQTL software [39] was used to test all possible associations using this model. Correction for multiple testing was carried out in two steps, where first local permutations were applied to correct for multiple variants per gene [39] and then the false discovery rate (FDR) (q-value R-package, Storey J., 2015) was calculated per tissue to account for multiple tested genes. Only eQTLs below an FDR of 10% were considered as significant.

To further investigate the impact of CNVs on the gene expression landscape, genes within the regions of detected eQTLs were investigated for further associations with the eQTL CNV. The expression levels of all genes within 1 Mb from the TSS of an eQTL gene were tested for an association with the eQTL CNV with the same linear model as used for eQTL mapping. Bonferroni correction was calculated for all tested associations per region and association with a corrected *p*-value <0.05 were considered significant.

## Additional files

Additional file 1: Figures S1 – S4 and Tables S1, S2, S4, S5. Supplemental figures and tables on CNV calling and eQTL mapping.
Additional file 2: Table S3. Quantitative genotypes for all 15,183 inferred CNV regions (CNVRs). chr represents the chromosome on which the CNVR is located, while start and end indicate the coordinates of the first respectively last CGH probe contained in the CNVR. length_kb is the estimated CNVR length in kilobases. CNV_detection_status indicates whether a CNVR contains only deletions (del), duplications (dup) or both (cnv) and eqtl_mapping indicates whether a given CNVR was detected in at least two individuals and was therefore used for *cis*-eQTL mapping (1) or not (0). The columns thereafter are the quantitative genotypes defined as an individual’s median log_2_-ratio of all CGH probes within a given CNVR.

# Supplementary material for: Diversity and regulatory impact of copy number variation in the primate Macaca fascicularis
**Source:** BMC Genomics. 2017 Feb 10;18:144. doi: 10.1186/s12864-017-3531-y
**Supplement:** Additional file 1: Figures S1 – S4 and Tables S1, S2, S4, S5. — Supplemental figures and tables on CNV calling and eQTL mapping.

**Table S1: Number of detected CNVs:**  Number of CNVs detected per individual by the three CNV calling methods prior to merging of individual CNV profiles calls into CNV regions across individuals. N=21 samples.

| **Sample** | **Duplications** | **Deletions** | **Total CNVs** |
| --- | --- | --- | --- |
| Mafa_MSA_1 | 4262 | 1321 | 5583 |
| Mafa_MSA_2 | 3649 | 1327 | 4976 |
| Mafa_MSA_3 | 2361 | 948 | 3309 |
| Mafa_MU_1 | 3205 | 687 | 3892 |
| Mafa_MU_2 | 2385 | 741 | 3126 |
| Mafa_MU_3 | 463 | 1700 | 2163 |
| Mafa_MU_4 | 2316 | 1232 | 3548 |
| Mafa_MU_5 | 3242 | 911 | 4153 |
| Mafa_MU_6 | 3020 | 719 | 3739 |
| Mafa_MU_7 | 2264 | 1158 | 3422 |
| Mafa_MU_8 | 1311 | 1170 | 2481 |
| Mafa_PH_1 | 340 | 1170 | 1510 |
| Mafa_PH_2 | 1128 | 1402 | 2530 |
| Mafa_PH_3 | 1826 | 1015 | 2841 |
| Mafa_PH_4 | 438 | 1151 | 1589 |
| Mafa_PH_5 | 237 | 1127 | 1364 |
| Mafa_PH_6 | 404 | 1038 | 1442 |
| Mafa_VN_1 | 725 | 1099 | 1824 |
| Mafa_VN_2 | 440 | 1378 | 1818 |
| Mafa_VN_3 | 291 | 2563 | 2854 |
| Mafa_VN_4 | 2612 | 1185 | 3797 |

**Table S2: CNVRs per chromosome** Number of CNVRs per chromosome, average and total CNVR length, and the percentage of the chromosome covered by CNVRs**.**

| **chromosome** | **#cnvs** | **avg length**  **(kb)** | **total length**  **(kb)** | **chromosome length (kb)** | **cnv of chromosome (%)** |
| --- | --- | --- | --- | --- | --- |
| chr1 | 1364 | 8.2 | 11180.10 | 229594.24 | 4.87 |
| chr2 | 934 | 7.22 | 6747.72 | 190805.71 | 3.54 |
| chr3 | 1048 | 9.74 | 10209.26 | 197221.78 | 5.18 |
| chr4 | 871 | 7.71 | 6719.41 | 168762.93 | 3.98 |
| chr5 | 918 | 7.37 | 6769.15 | 183220.12 | 3.69 |
| chr6 | 888 | 7.95 | 7059.39 | 179267.54 | 3.94 |
| chr7 | 924 | 9.04 | 8355.83 | 170755.60 | 4.89 |
| chr8 | 794 | 8.21 | 6521.40 | 148375.95 | 4.40 |
| chr9 | 756 | 8.74 | 6606.99 | 133871.80 | 4.94 |
| chr10 | 677 | 8.02 | 5427.16 | 95118.95 | 5.71 |
| chr11 | 725 | 8.23 | 5969.60 | 135088.50 | 4.42 |
| chr12 | 498 | 7.68 | 3823.91 | 106987.73 | 3.57 |
| chr13 | 827 | 8.85 | 7317.67 | 138727.24 | 5.27 |
| chr14 | 734 | 8.43 | 6188.49 | 134024.31 | 4.62 |
| chr15 | 642 | 8.77 | 5631.26 | 110686.22 | 5.09 |
| chr16 | 607 | 9.48 | 5755.54 | 78971.47 | 7.29 |
| chr17 | 508 | 7.80 | 3963.91 | 94759.12 | 4.18 |
| chr18 | 380 | 7.79 | 2958.90 | 73889.72 | 4.00 |
| chr19 | 556 | 9.80 | 5448.26 | 65320.79 | 8.34 |
| chr20 | 532 | 7.76 | 4126.15 | 88198.65 | 4.68 |
| total | 15183 | 8.35 | 126780.1 | 2879306.38 | 4.40 |

**Table S4: genome-wide eQTL mapping results** All detected cis-eQTL associations across all tissues are listed. Functional gene annotations and genetic associations with disease (GAD) classes (https://geneticassociationdb.nih.gov/) are indicated. Nominal p-value denotes the uncorrected p-value obtained by the linear model, while beta p-value is the beta approximated permutation value obtained by fastQTL. Q-value is the FDR corrected beta p-value.

| **tissue** | **gene id** | **gene symbol** | **functional gene annotation** | **variants tested** | **cnv id** | **dist to TSS** | **nominal p-value** | **slope** | **beta p-value** | **q-value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| heart | HP_001126102 | HP | metabolism, metabolic GAD, cardiovascular GAD | 2 | chr20_71248715 | 637802 | 1.86E-05 | -5.23904 | 1.10E-05 | 0.045313163 |
| heart | TMPRSS11E_014058 | TMPRSS11E | - | 3 | chr5_61060708 | -219549 | 4.22E-06 | -1.02858 | 1.13E-05 | 0.045313163 |
| heart | HOPX_139212 | HOPX | transcription | 6 | chr5_73528649 | 330121 | 5.04E-06 | -1.10353 | 2.73E-05 | 0.068641859 |
| heart | C1QTNF3_030945 | C1QTNF3 | cardiovascular GAD | 6 | chr6_34920268 | 643101 | 5.74E-06 | -2.49372 | 3.96E-05 | 0.085436534 |
| heart | ODF1_024410 | ODF1 | metabolism, metabolic GAD | 6 | chr8_105576105 | 56991 | 2.71E-06 | -3.69366 | 9.99E-06 | 0.045313163 |
| heart | UGT1A6_205862 | UGT1A6 | metabolism, metabolic GAD | 5 | chr12_98452925 | 409599 | 3.87E-06 | -0.717681 | 1.20E-05 | 0.045313163 |
| heart | EHF_001206615 | EHF | transcription, metabolism, metabolic GAD | 5 | chr14_38008601 | 309249 | 9.30E-06 | -2.21862 | 2.01E-05 | 0.060527996 |
| kidney | OR4K17_001004715 | OR4K17 | receptor activity | 10 | chr7_82729888 | -159990 | 3.23E-08 | 4.27523 | 4.62E-07 | 0.007534321 |
| kidney | OR4K13_001004714 | OR4K13 | receptor activity | 10 | chr7_82729888 | -249535 | 2.21E-07 | 2.95482 | 2.12E-06 | 0.017292302 |
| kidney | C1orf190_001013615 | C1orf190 | - | 7 | chr1_49881978 | 595869 | 4.41E-07 | 1.0513 | 1.27E-05 | 0.068929539 |
| kidney | GLIPR1_006851 | GLIPR1 | metabolism | 3 | chr11_73293567 | 462506 | 1.59E-05 | -0.946824 | 2.06E-05 | 0.084206874 |
| liver | RPL28_001136135 | RPL28 | metabolism | 10 | chr19_61812296 | -306140 | 8.48E-07 | 1.28237 | 7.05E-06 | 0.053888280 |
| liver | GULP1_016315 | GULP1 | metabolism, cardiovascular GAD | 2 | chr12_52614781 | 335252 | 1.94E-06 | -0.806255 | 8.25E-07 | 0.012603638 |
| lung | CRYZL1_145858 | CRYZL1 | metabolism | 13 | chr3_11978749 | -959914 | 1.86E-06 | -1.40728 | 2.01E-05 | 0.029587992 |
| lung | ABCB4_018850 | ABCB4 | metabolism, metabolic GAD, cardiovascular GAD | 2 | chr3_129690245 | -487889 | 3.55E-06 | -1.1208 | 2.73E-06 | 0.012077783 |
| lung | CNTNAP2_014141 | CNTNAP2 | metabolic GAD, cardiovascular GAD | 4 | chr3_183849127 | -337085 | 1.22E-05 | -4.79778 | 1.34E-05 | 0.023162921 |
| lung | RPS18_022551 | RPS18 | metabolism, metabolic GAD | 5 | chr4_32749036 | -464626 | 6.71E-07 | 1.36137 | 5.13E-07 | 0.003400137 |
| lung | KIF25_005355 | KIF25 | metabolic GAD | 4 | chr4_165210711 | -829498 | 3.78E-06 | -5.58818 | 1.40E-05 | 0.023162921 |
| lung | KLKB1_000892 | KLKB1 | metabolic GAD, cardiovascular GAD | 6 | chr5_179457643 | -1783 | 1.28E-06 | -2.82113 | 3.89E-06 | 0.012880492 |
| lung | F2RL2_004101 | F2RL2 | receptor activity | 8 | chr6_73678095 | 508126 | 2.02E-05 | 0.829562 | 8.79E-05 | 0.097073120 |
| lung | OR4K17_001004715 | OR4K17 | receptor activity | 10 | chr7_82729888 | -159990 | 3.25E-10 | 2.33351 | 8.04E-09 | 0.000106599 |
| lung | ABRA_139166 | ABRA | transcription, metabolic GAD, cardiovascular GAD | 7 | chr8_108782581 | -923385 | 1.04E-05 | -1.62717 | 6.17E-05 | 0.074336995 |
| lung | RABGAP1L_001243763 | RABGAP1L | cardiovascular GAD | 5 | chr1_205287055 | -348596 | 3.45E-06 | 0.254591 | 1.22E-05 | 0.023162921 |
| lung | SCARB1_001082959 | SCARB1 | receptor activity, metabolism, metabolic GAD, cardiovascular GAD | 5 | chr11_127360260 | 642655 | 7.25E-06 | 0.709079 | 2.78E-05 | 0.036880181 |
| lung | OR6B3_173351 | OR6B3 | receptor activity | 4 | chr12_104005977 | -394555 | 4.37E-06 | -2.88373 | 6.53E-06 | 0.017305874 |
| spleen | BMPER_133468 | BMPER | metabolic GAD, cardiovascular GAD | 1 | chr3_93158281 | 781027 | 2.63E-06 | -3.4384 | 2.62E-06 | 0.010918354 |
| spleen | KLKB1_000892 | KLKB1 | metabolic GAD, cardiovascular GAD | 6 | chr5_179457643 | -1783 | 2.30E-07 | -2.43043 | 7.38E-07 | 0.004791264 |
| spleen | SPTA1_003126 | SPTA1 | metabolism, cardiovascular GAD | 4 | chr1_138046126 | 27709 | 7.69E-06 | -0.812929 | 3.68E-05 | 0.079606615 |
| spleen | C11orf85_001037225 | C11orf85 | - | 18 | chr14_8575524 | -956573 | 1.91E-07 | -4.31058 | 3.36E-06 | 0.010918354 |
| spleen | OR5M9_001004743 | OR5M9 | receptor activity | 7 | chr14_16700413 | -6666 | 9.50E-09 | -2.78729 | 9.41E-09 | 0.000122303 |
| spleen | COPB1_001144062 | COPB1 | - | 6 | chr14_58777903 | 799835 | 3.83E-06 | -0.87941 | 2.60E-05 | 0.067449916 |
| spleen | VLDLR_001018056 | VLDLR | receptor activity, metabolic GAD, cardiovascular GAD | 1 | chr15_74972410 | 0 | 4.65E-05 | -1.67083 | 5.17E-05 | 0.095968239 |

**Table S5: local eQTL mapping results** For each eQTL region in Table S4, all associations between genes within 1Mb of an eQTL gene’s TSS and the eQTL CNV were assessed and corrected for the number of tests within each eQTL region by Bonferroni correction. All additional associations that were detected across all tissues are listed. Nominal p-value denotes the uncorrected p-value obtained by the linear model and corrected p-value represents Bonferroni corrected p-values.

| **tissue** | **gene id** | **gene symbol** | **cnv id** | **dist to TSS** | **nominal p-value** | **slope** | **corrected p-value** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| heart | TAT_000353 | TAT | chr20_71248715 | 131195 | 0.001211458 | -2.12502997 | 0.030286444 |
| heart | SLC1A2_004171 | SLC1A2 | chr14_38008601 | 1102982 | 4.73E-05 | -3.222420707 | 0.000992474 |
| kidney | OR4K17_001004715 | OR4K17 | chr7_82729888 | -159990 | 3.23E-08 | 4.275232684 | 1.45E-06 |
| kidney | OR4L1_001004717 | OR4L1 | chr7_82729888 | -218557 | 1.89E-05 | 1.795486829 | 0.000850908 |
| kidney | PHLDA1_007350 | PHLDA1 | chr11_73293567 | -75444 | 0.000366337 | -0.748184073 | 0.00439604 |
| liver | RPL28_001136136 | RPL28 | chr19_61812296 | -306139 | 1.71E-05 | 2.97748235 | 0.0011105 |
| liver | TFPI_006287 | TFPI | chr12_52614781 | 1082267 | 0.001712429 | -0.26955489 | 0.011987005 |
| lung | COL11A2_080679 | COL11A2 | chr4_32749036 | -383365 | 0.000101907 | 3.447280257 | 0.00397437 |
| lung | CCR6_004367 | CCR6 | chr4_165210711 | 51133 | 0.001478536 | -1.729248456 | 0.016263901 |
| lung | OR4L1_001004717 | OR4L1 | chr7_82729888 | -218557 | 4.39E-05 | 0.898413877 | 0.001712694 |
| lung | OR4K13_001004714 | OR4K13 | chr7_82729888 | -249534 | 1.66E-06 | 2.988777149 | 6.46E-05 |
| lung | DUSP28_001033575 | DUSP28 | chr12_104005977 | -876777 | 0.000109729 | 1.820346901 | 0.0023043 |

**Table S6: Wave artifact normalizations SNR** Median average signal-tonoise ratio (SNR) per sample for aCGH probes within CNVs called from probe GC-content normalized aCGH data across all tested LOESS fraction values.

| **Normalization** | **Median SNR** |
| --- | --- |
| Probe GC-content only | 1.4921 |
| 5000 probes | 1.5084 |
| 4500 probes | 1.5082 |
| 4000 probes | 1.5089 |
| 3500 probes | 1.5087 |
| 3000 probes | 1.5083 |
| 2500 probes | 1.5082 |
| 2000 probes | 1.5083 |
| 1500 probes | 1.5078 |
| 1000 probes | 1.5061 |
| 500 probes | 1.5018 |
| 100 probes | 1.4577 |
|  |  |

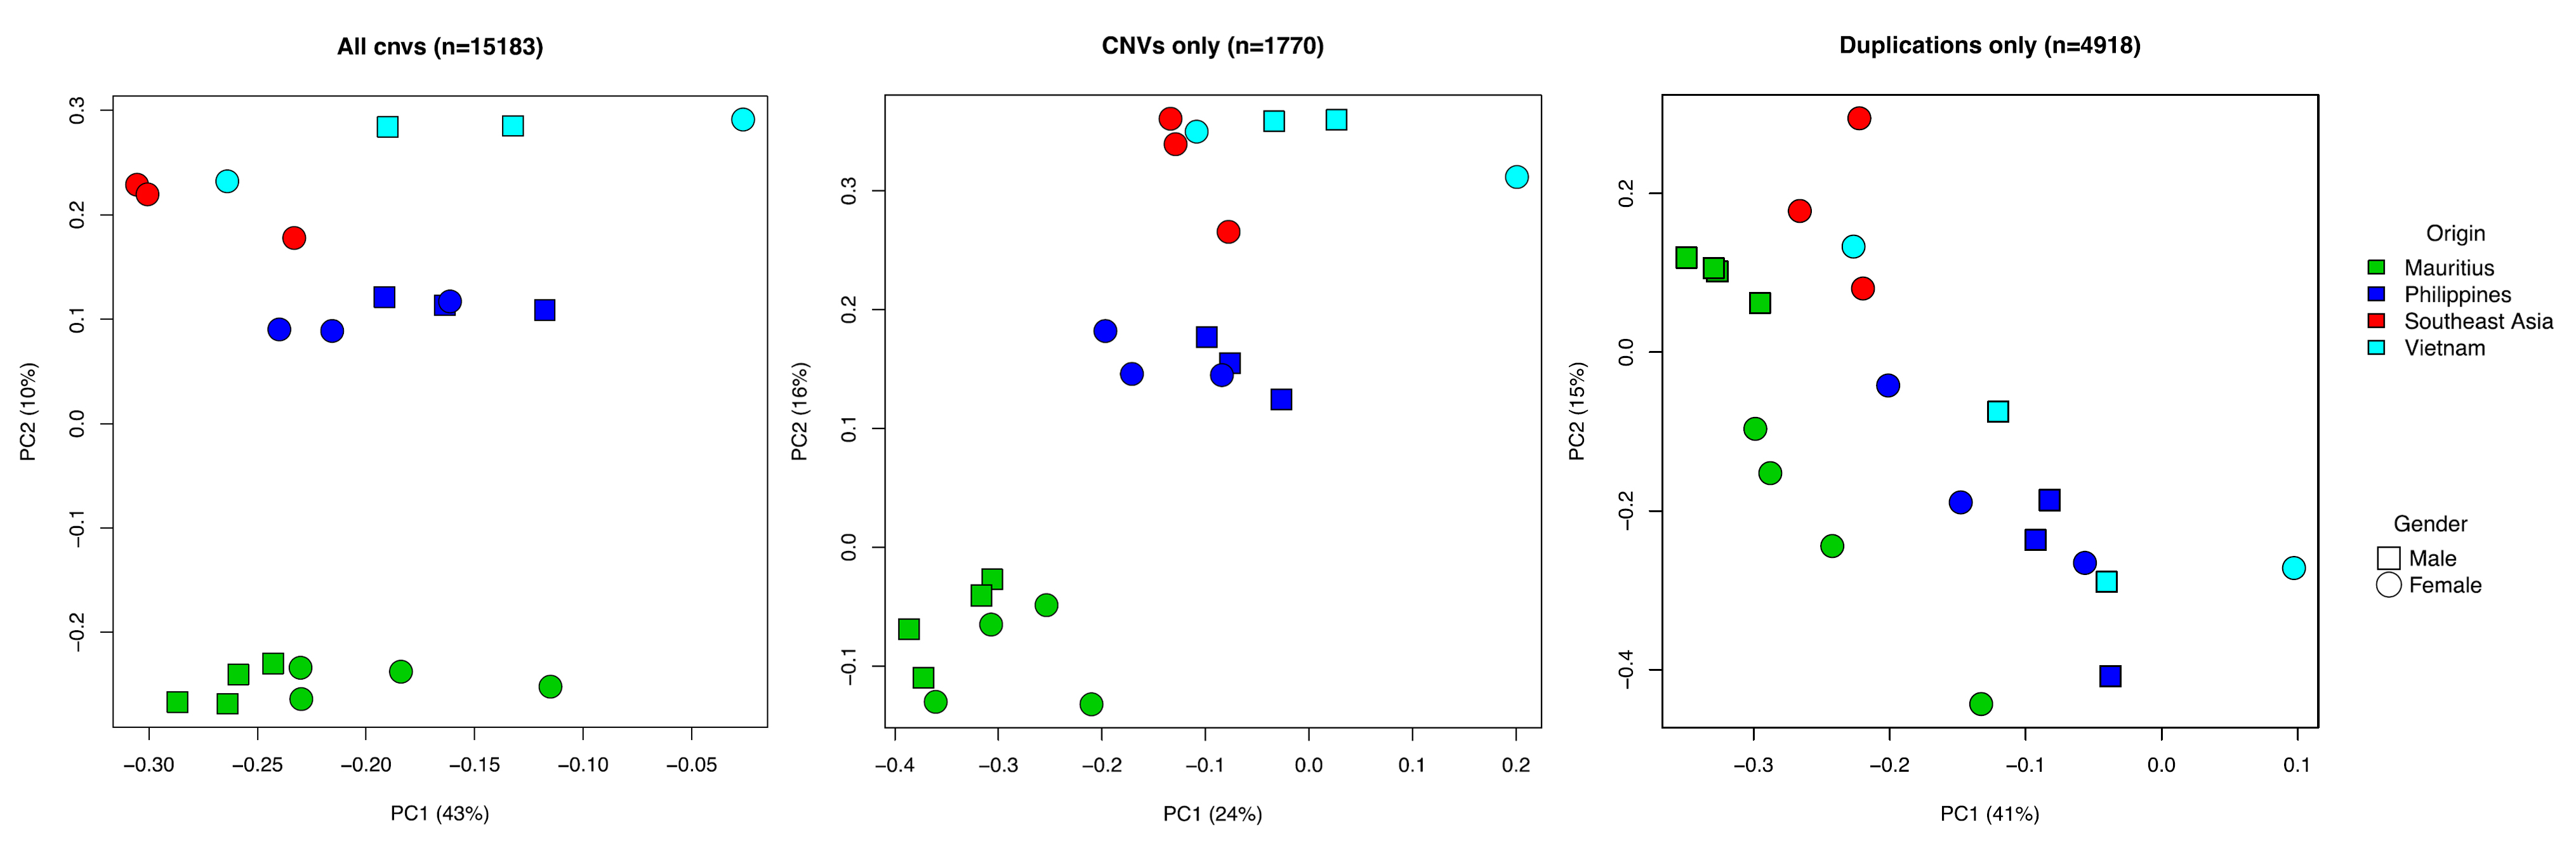

**Figure S1:** Principal Component Analysis (PCA) of CNV genotypes. Loadings of the first and second principal component (PC) based on a PCA performed on the log_2_- ratio genotypes of all CNV regions (n=15183), CNV regions with duplications and deletions (n=1770), and duplications only (n=4918) in 21 individual Cynomolgus monkeys.

**Figure S2:** Profiles of a CNV locus on chromosome 7 associated with expression changes of the OR4K17 and OR4K13 genes. CNV signals in comparison to a reference standard are displayed as log_2_-ratio along genomic positions of chromosome 7 (grey dots). Green or red bar intensity denotes higher, respectively lower median log_2_-ratio of probes within the CNV.

**Figure S3:** Profiles of a CNV locus on chromosome 3 associated with expression changes of the ABCB4 gene. CNV signals in comparison to a reference standard are displayed as log_2_-ratio along genomic positions of chromosome 3 (grey dots). Green or red bar intensity denotes higher, respectively lower median log_2_-ratio of probes within the CNV.

**Figure S4: Wave artifact normalizations SNR** Average signal-to-noise ratio (SNR) per sample for aCGH probes within CNVs called from probe GCcontent normalized aCGH data across all tested LOESS fraction values.

How the deposited data were processed for this re-analysis (not part of the article)

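Total RNA of heart, kidney, liver, lung and spleen from 21 untreated animals was measured on single-colour NimbleGen expression arrays, 1 array for each animal and tissue. There were no technical replicates, so each value stands for 1 array and every SD is between animals. Origin, sex, age and slide were taken from the sample labels and the paper's table of animals.

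The authors background corrected and quantile normalized the intensities and summarized them per probe set by RMA in the NimbleScan software, and deposited these intensity values per array. The authors also deposited a series table with log2 values of the same probe sets. Here, the log2 of the deposited intensity values was used, and the table served as an alternative. The 2 sources differed by at most 0.005 for any probe set. Of 22731 probe sets, 22715 are also in the series table and 22618 name a gene, and the latter were used in all tests without a filter. Among these 22618 are 1228 probe sets designed from GenBank sequences of the major histocompatibility complex, so they entered the tests. The array also carries 96 ERCC controls and a random control, which served as background. With 6 probes per probe set and a single array per sample, low levels are imprecise. From equal array means within tissues and unequal ones between them, the tissues appear to have been normalized separately, which is an inference. Tissues were therefore not tested against each other, and the comparison of tissues that had been planned was reduced to levels and percentiles.

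Copy number genotypes were read for 1562 of the 15183 regions of the study, 1364 of them on chromosome 1, as the median log2 ratio of the probes in a region that the authors give in Table S3. Only those of the chromosome 1 associations of Table S4 entered a test. The other genotypes were not used here. The order of animals by CNV signal (Fig. 3a) and the deletion carriers (Fig. 4a) were read from printed labels and not from expression. The eQTL genes, their neighbours and their annotation come from Tables S4 and S5. One of the genes tested is not reported here.

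Levels of eQTL genes were set against all other probe sets of the tissue by an exact two-sided Wilcoxon rank sum test. The chromosome 1 associations were fitted as a linear model with the first principal component of the tissue as covariate. Pearson's r, Spearman's rho and slopes were tested with 100000 permutations, the smallest p of which is 1e-05, and with all orders where fewer than 10 animals were compared. The leave-one-out values of the olfactory receptor genes used 10000 permutations. Carriers and others were compared over all splits of the animals, where the two-sided p is the share of splits with a difference in means at least as large in size. Origins were compared within each tissue with limma, with sex as a covariate, and sexes with origin as a covariate. Each comparison was repeated on random splits of the animals into groups of the same sizes, 100 splits with the real one included. All p values were adjusted by Benjamini and Hochberg within the family named beside them, at a threshold of 0.05.

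The genes named are those of the paper's text and of Tables S4 and S5, the members of 24 gene lists fixed before the files were opened, and up to 10 probe sets with the largest rise and 10 with the largest fall in each comparison and tissue. The values in Tables S4 and S5 had been seen before this rule was written. A listed gene is represented by its probe set with the highest mean. The lists cover hepatocytes, kidney epithelium, cardiomyocytes, lung epithelium, B cells and spleen, T and NK cells, erythroid cells, granulocytes, macrophages, adipocytes, skeletal muscle, pancreas, adrenal cortex, ciliated airway, squamous and glandular epithelium, interferon response, antigen presentation, cytochrome P450 enzymes, phase II conjugation, drug transporters, immediate early and heat shock genes, cholesterol synthesis, Y-linked genes and X-linked genes that escape inactivation. They were tested with camera, with its preset and with an estimated correlation, and with fry.

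The scripts were tested on simulated data. With 200 probe sets changed by known amounts, limma recovered 5% to 12.5% of those changed by 0.5 on the log2 scale, 66.25% to 77.5% of those changed by 1 and 95% to 100% of those changed by 2, and 6.4% to 7.2% of the probe sets it called were false. The simulated noise took its mean and spread from heart and was independent between probe sets. In the real arrays probe sets vary together, so these rates need not hold for them. Of 200 unrelated pairs 5% passed the permutation test of r, and of 200 related pairs 100%. Alternatives fixed before the files were opened covered the summary over animals, scale, covariates, slide, probe sets, background filter, normalization, source of values, and leaving out animals or genes. Others, chosen after the data were seen, are named as such. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.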

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

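The tests of the genes beside ABCB4 and of the Vietnamese hearts were chosen after the results had been seen, and so was the use of the rho within Mauritian animals against a difference between origins.

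In 14 cases among 93 groups of a gene and an origin, 1 animal stood apart from the others of its origin, where chance gives about 1 in 20 groups for unselected genes. Among Philippine animals these were PH_5 for UGT1A6 in heart (8.147, next 7.512), PH_3 for OR4K17 (8.009, next 6.311) and OR4K13 (8.214, next 6.287) in kidney and for OR4K17 in lung (7.738, next 6.464), PH_4 for GLIPR1 in kidney (7.9, next 5.835) and PH_1 for CRYZL1 in lung (12.46, next 12.03). Among Mauritian animals they were MU_8 for RPS18 (14.43, next 14.7) and MU_3 for KIF25 (10.08, next 8.857) in lung, and MU_7 for OR5M9 (9.512, next 6.704) in spleen. Among Vietnamese animals they were VN_4 for CRYZL1 (10.91, next 11.25), VN_3 for CNTNAP2 (7.407, next 6.669) and RPS18 (14.15, next 14.6) and VN_1 for KLKB1 (8.944, next 8.206) in lung, and VN_4 for BMPER in spleen (8.25, next 7.55). The study chose these genes because their levels follow CNVs in these animals, so 1 in 20 is no reference for them. In the order of CNV signal of Fig. 3a, PH_3 was at place 5 and the other Philippine animals at 10 to 21, which goes with its high OR4K17 and OR4K13.

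The ABCB4 difference between carriers and others was larger in lung than in the mean of the other tissues by 0.7308 (exact permutation p = 0.0098). The size of this value is uncertain, since the mean of the other animals in lung lay below the random control. The study found the association in lung on these animals, so this p is not independent evidence. ABCB1, beside ABCB4, was higher in the deletion carriers by 1.193 in spleen, 1.192 in lung and 0.8129 in liver, and in all 3 carriers its lung and spleen levels lay above those of each of the other 18 animals. A probe set of ADAM22 was higher in kidney by 0.96 and a probe set of CROT lower in liver, with a difference of -0.61 (adjusted p = 0.024 for each of these 5). The other ADAM22 probe set gave 0.22 in kidney (exact p = 0.64, adjusted p = 0.96). The other CROT probe set gave -1.06 in liver (exact p = 0.017, adjusted p = 0.11). Within the Philippines the ABCB1 differences were 0.88 in spleen (exact p = 0.1), 0.57 in lung (exact p = 0.1) and 0.63 in liver (exact p = 0.2), where 0.1 is the smallest p possible.

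The hearts of the 4 Vietnamese animals held transcripts of liver and of epithelia. ALB was higher there by at least 5.04, since its mean in the other hearts lay below the random control, LGALS4, a galectin of gut epithelium, by 3.14 (lowest of the 4 hearts 10.58, highest other heart 9.25) and EPCAM, an epithelial adhesion protein, by 3.27 (lowest 9.521, highest other 8.02), with an exact permutation p of 0.00017 for each, the smallest possible, and an adjusted p of 0.00067 over 12 tests. In VN_1 the heart also had HBG2, a fetal globin, at 14.6 and AFP, a fetal plasma protein, at 10.56, against at most 8.55 and 6.80 in hearts of other origins. HP followed the hepatocyte genes across hearts with an r of 0.6458 (95% interval 0.30 to 0.84, adjusted p = 0.023 over 7 tests), and TAT with an r of 0.62, but rho was 0.02 and 0.14, and APOA1, at 8.46 to 9.81 in the Vietnamese hearts, lay within the 7.96 to 10.28 of the others.

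Liver RNA in these hearts is a candidate explanation, as a hypothesis, for the high HP values in VN_2 and VN_3, but the r of 0.6458 with a rho of 0.02 cannot settle it. Liver RNA alone does not account for LGALS4, which exceeded the level that the ALB share of the animal's liver would bring by at least 1.787 in each of the 4 hearts, nor for the 11 to 17 of 20 hepatocyte genes that lay more than 1 below the level this share requires, though liver levels near the upper end of the scale bias that estimate. A difference between slides is excluded, since the 4 hearts lay on 4 slides and no heart of another origin on them exceeded 7.02 in ALB. In the other tissues of the Vietnamese animals ALB differed by 0.8064 in kidney (p = 0.24), -0.09 in lung (p = 0.83) and -0.53 in spleen (exact permutation p = 0.57), so a rise in every tissue was not seen, while an effect of origin in the heart alone is left open. Other sources, such as RNA of another tissue or of cultured cells, may also apply and were not tested.

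CPA1, a digestive enzyme of the pancreas, was at 12.18 in the spleen of VN_4 and 11.86 in that of MU_2, against an average of 9.87 ± 1.27 (SD, n = 21), so VN_4 hardly stands apart in this gene. Over 14 pancreas genes, the mean z-score was 2.46 in the spleen of VN_4 and 1.93 in that of VN_3, apart from the other spleens. No cause of this was tested.

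The eQTL genes that differ between origins may owe their association to other differences between the populations, as a hypothesis. For OR4K17 in kidney, the rho of 0.881 within the Mauritian animals (exact permutation p = 0.0072) argues against a difference between origins alone. It does not exclude one, since the study chose this association on these animals and the p was not adjusted. For OR4K17 in lung the rho of 0.6905 within these animals (exact permutation p = 0.069) leaves such a difference open. For the other 9 of the 11 associations that differ it is open too, since the genotypes of their CNVs were not used here. All Philippine animals but PH_1 were also older than the others, so age is hardly separated from origin. The animals of each origin came from breeding centers in a different place, so breeding center is not separated from origin at all.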

How the results depend on the processing

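Of 207 alternative values fixed before the files were opened, leaving out single animals or genes apart, 172 gave the same result, 14 were weaker, 1 stronger, 3 reversed and 17 moved a count by over 1.5 times. No paired analysis was possible because the groups compared within a tissue share no animal. The tissues, which share the animals, appear to have been normalized separately, so their levels were not tested against each other, and the ABCB4 difference between carriers and others was the one compared between tissues of the same animal. The alternatives planned for tissue contrasts (animal as a block, slide as a random block, quantile normalization over all arrays, a background filter) were not run, since no such contrast was tested.

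The difference of eQTL genes in lung was 0.51 with means of linear levels (exact p = 0.65), against -0.11. Without each eQTL gene in turn it ranged from -0.473 to 0.260 in lung and from -2.333 to -2.171 in kidney (exact p = 0.0090 to 0.476).

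For the chromosome 1 associations (permutation p), RABGAP1L gave 0.284 without the 2 farthest animals (p = 0.10) and 0.317 in Mauritian animals (exact p = 0.77). C1orf190 gave 0.403 on ranks (p = 0.072), 0.341 without the 2 farthest (p = 0.40) and -0.740 in Mauritian animals (exact p = 0.31). Mauritian animals lack low genotypes (-0.066 to 0.15 for RABGAP1L, -0.27 to 0.05 for C1orf190), so these 2 values, 1 of the weaker and 1 of the reversed ones, say nothing about the deletions. In Mauritian animals alone, rho was 0.690 for OR4K17 in lung (exact p = 0.069), 0.714 for OR4L1 in kidney (exact p = 0.058) and 0.0714 for OR4L1 in lung (exact p = 0.88).

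ABCB4 in lung differed by 0.805 among Philippine animals (exact p = 0.1). In heart the difference ranged from 0.156 to 1.487 without each carrier in turn (exact p = 0.83 to 0.042, 1.49 without carrier 2). Lung against other tissues, with alternatives chosen after the data were seen, gave 0.518 among Philippine animals (exact p = 0.3) and 0.502 to 0.854 without each carrier (exact p = 0.10 for 0.502).

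For co-expression (permutation p), values without the 2 farthest animals were 0.110 for TAT and HP (p = 0.66), 0.0431 for PHLDA1 and GLIPR1 (p = 0.86), 0.437 for TFPI and GULP1 (p = 0.061), 0.435 for COL11A2 and RPS18 (p = 0.064), 0.441 for CCR6 and KIF25 (p = 0.060) and 0.0360 for DUSP28 and OR6B3 (p = 0.88). After removing the first principal component they were 0.296 for CCR6 and KIF25 (permutation p = 0.19) and -0.483 for DUSP28 and OR6B3 (p = 0.025). Alternatives chosen after the data were seen gave 0.152 for COL11A2 and RPS18 with slide as a block (permutation p = 0.52), and, without the 4 Vietnamese hearts, 0.220 for TAT and HP (p = 0.40) and 0.175 for SLC1A2 and EHF (p = 0.50). Of the pairs of eQTL gene and marker list, 4 instead of 8 passed without the 2 farthest animals, 1 of them among the 8.

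Counts of probe sets at adjusted p under 0.05 changed as follows. With the first principal component added, the Philippine comparison gave 16 in heart instead of 10, 344 in kidney instead of 103, 89 in lung instead of 325 and 46 in spleen instead of 22, and the Mauritian one 27 in heart instead of 13, 32 in kidney instead of 14, 22 in liver instead of 4, 21 in lung instead of 12 and 7 in spleen instead of 1. For Mauritius, leaving out sex gave 8 in heart and 17 in liver, quantile normalization 6 and 13, and probe sets above the random control 9 in liver and 20 in lung. With the random control as covariate, chosen after the data were seen, Philippines gave 368 in kidney, 109 in lung and 38 in spleen, and Mauritius 23 in heart, 16 in liver and 4 in spleen. Also chosen afterwards, Mauritius in heart without the 4 Vietnamese hearts gave 4, and the sexes in spleen 3 without VN_3 and VN_4, against 6. Without origin the sexes in spleen gave 3.

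Without each animal in turn, the Philippine counts ranged from 5 to 13 in heart, 30 to 290 in kidney, 1214 to 1984 in liver, 121 to 351 in lung and 7 to 27 in spleen, the Mauritian ones from 1 to 19, 0 to 22, 3 to 23, 2 to 22 and 1 to 4, and those of the sexes from 2 to 6 in liver and 3 to 6 in spleen.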

Differences from the paper's values

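The paper's Wilcoxon p for eQTL genes in heart is 0.005 and the exact test here gave 0.00282, where values more than 1.5 times apart are taken to differ. With means of linear levels it was 0.006776, within 1.5 times the paper's, and the other 4 settings were farther from it (0.001105 with medians of animals, 0.01091 with 1 probe set per symbol, 0.00273 from the series table, 0.002667 above the random control).

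The paper's nominal p of the CNV genotype is 3.45e-06 for RABGAP1L and 4.41e-07 for C1orf190, and the same model here gave 6.649e-06 and 1.723e-06. None of the 6 other settings brought RABGAP1L or C1orf190 within 1.5 times the paper's value. Slopes did not differ, with 0.24 and 1.09 here.

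The paper states that the additional associations of a region have the direction of the eQTL gene. In Table S5 the paper's slope is 1.82 for DUSP28 and, in Table S4, -2.88 for OR6B3. All other additional associations of Table S5 have the sign of their eQTL gene.

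The paper states that the duplication brings the olfactory receptor genes to a level close to the average. The highest level lay at percentile 68.8 of the tissue for OR4K17, 49.9 for OR4K13 and 46.3 for OR4L1 in kidney and 60.1 for OR4K13 in lung, near or above the median, but at 37.0 for OR4K17 and 29.2 for OR4L1 in lung.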

Other observations

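The livers of the Philippine animals differed most from those of other origins, with 1931 probe sets, 1300 higher and 631 lower. HRASLS2, a phospholipid acyltransferase, was at 13.34 ± 0.47 (SD, n = 6) against 9.35 ± 1.73 (n = 15; adjusted p = 0.00053), and GADD45G, a stress response gene, at 11.90 ± 0.33 against 9.46 ± 0.83. PLA2G2A, a secreted phospholipase, was at 9.296 ± 1.74 against 13.05 ± 1.30, and the vanin VNN1 at 10.92 ± 0.50 against 12.55 ± 0.52. Of 20 genes of cholesterol synthesis 8 were higher (11 when adjusted over the list alone), among them MVK at 10.96 ± 0.32 against 9.87 ± 0.34 and DHCR7 at 11.30 ± 0.27 against 10.12 ± 0.58 (camera adjusted p = 2.9e-06, adjusted p = 0.37 with an estimated correlation, fry adjusted p = 0.0098). Among 21 cytochrome P450 genes, CYP2D6, which metabolizes many drugs, was at 14.26 ± 0.19 against 13.08 ± 0.31 in liver and 13.51 ± 0.66 against 11.74 ± 0.28 in kidney (adjusted p = 0.00016). Of the immediate early and heat shock genes of liver, 5 of 22 were higher, such as JUNB at 11.36 ± 0.51 against 9.83 ± 0.49, and HSPE1 was lower (10 and 1 when adjusted over the list alone; camera adjusted p = 0.0020, adjusted p = 0.082 with an estimated correlation). In kidney 2 were higher, FOSB at 10.44 ± 0.99 against 8.39 ± 0.52 and EGR1 at 13.84 ± 0.89 against 12.42 ± 0.64 (11 when adjusted over the list alone; camera adjusted p = 4.4e-06, adjusted p = 0.14 with an estimated correlation). Breeding center, and for the most part age, went with origin in these comparisons, so their effects cannot be told apart.

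In Philippine lungs, 6 of 14 granulocyte genes were higher (8 when adjusted over the list alone), such as the calgranulins S100A8, at 10.68 ± 0.63 (n = 6) against 8.36 ± 1.09 (n = 15), and S100A12, at 8.94 ± 1.04 against 6.61 ± 0.60 (camera adjusted p = 6.1e-09, adjusted p = 0.040 with an estimated correlation, fry adjusted p = 0.00064). Of 18 genes of T and NK cells 5 were higher (10 when adjusted over the list alone), such as CD8A at 10.15 ± 0.33 against 9.41 ± 0.36 and the granzyme GZMB at 13.33 ± 0.27 against 12.40 ± 0.54 (camera adjusted p = 5.9e-10, adjusted p = 0.071 with an estimated correlation, fry adjusted p = 0.0041). HBA1, a chain of haemoglobin, was lower in lung (11.35 ± 0.76 against 12.94 ± 0.72) and spleen (11.92 ± 0.88 against 13.75 ± 0.78). TRIM5, a restriction factor of retroviruses, was lower in Philippine spleens, 9.73 ± 0.70 against 11.75 ± 0.22 (adjusted p = 1.5e-05), and in heart, 7.93 ± 0.46 against 9.61 ± 0.53, and a probe set of the class II gene Mafa-DRB*W36 was higher in spleen by 3.51. Whether such probe sets respond to sequence differences between populations was not tested here. In Mauritian animals the small nucleolar RNA SNORD14D was higher in heart (11.73 ± 1.02, n = 8, against 8.02 ± 1.72, n = 13), kidney (12.39 ± 0.81 against 10.11 ± 1.00) and lung (12.47 ± 0.89 against 9.60 ± 0.81). CYP24A1, which degrades vitamin D, was lower in kidney (9.81 ± 0.74 against 12.62 ± 1.38), the monocyte receptor CD14 in liver (12.37 ± 0.25 against 13.24 ± 0.28), and F2RL2 was higher in spleen (13.18 ± 0.37 against 11.58 ± 0.54).

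Summed over 5 tissues, other lists had few members that differed in Philippine animals. Higher and lower counts were 2 and 1 for hepatocyte genes, 1 and 1 for kidney epithelium, 0 and 0 for cardiomyocytes, 1 and 0 for lung epithelium, 0 and 1 for B cells and spleen, 0 and 5 for erythroid cells, 1 and 0 each for macrophages, adipocytes, skeletal muscle and adrenal cortex, 3 and 0 for squamous and glandular epithelium, 1 and 1 for antigen presentation, 6 and 1 for cytochrome P450 enzymes, 1 and 2 for phase II conjugation, 1 and 1 for drug transporters, 0 and 1 for Y-linked and 1 and 1 for X-linked genes. Pancreas, ciliated airway and interferon response genes had none in either comparison of origins. In Mauritian animals 1 gene each was lower among those of cardiomyocytes, macrophages, skeletal muscle and kidney epithelium, and 1 higher among heat shock genes (HSPA1B in lung). Of 120 tests of a list in a tissue, camera with its preset passed 14 for Philippines, 26 for Mauritius and 31 for sex, and 1, 1 and 5 passed with an estimated correlation. For Mauritius that was cholesterol synthesis in spleen, with no member past the threshold (adjusted p = 0.013 with an estimated correlation), and for sex the X-linked genes in each tissue.

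Grouping by chance was weighed on 100 splits of the animals, the real one included. For Philippines, splits with as many probe sets numbered 3 in heart (10 probe sets, highest other split 929), 1 in kidney (103, 84), 1 in liver (1931, 38), 1 in lung (325, 203) and 3 in spleen (22, 471). For Mauritius they numbered 3 in heart (13, 583), 1 in kidney (14, 3), 3 in liver (4, 1246), 1 in lung (12, 2) and 2 in spleen (1, 1). For sex they numbered 1 in heart (4, 1), kidney (3, 0), lung (2, 0) and spleen (6, 3). Each of these counts was reached by fewer than 5 of 100 splits. This limit was set after the data were seen and was not adjusted over the comparisons. Where only the real split reached the count, chance is an unlikely source of it. Where 2 or 3 splits did, another split gave as many or far more, so chance is not excluded. For sex in liver the count alone does not exclude it, with 7 splits (2, 1893), but the 2 genes do, DDX3Y at 11.07 ± 0.65 (SD, n = 9) in males against 6.58 ± 0.33 (n = 12) in females and XIST at 5.98 ± 0.28 against 14.06 ± 0.12. Splits with many times the real count point to a structure of the samples.

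Such a structure could be the array background, a candidate explanation of the first principal component, whose r with the random control was at least 0.7783 over the 5 tissues. Dim probe sets followed it more than bright ones, with a median r of 0.26 in heart, 0.31 in kidney, 0.29 in liver, 0.16 in lung and 0.29 in spleen among the dimmest 10% and -0.04, -0.27, -0.08, -0.05 and -0.23 among the brightest 10%. RNA quality and the amount of labelled RNA were not tested.

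Predictions for ABRA and KLKB1 were also written before the files were opened. The r of ABRA in lung with muscle genes was at most -0.01029 (95% interval to 0.42), which speaks against muscle RNA as its source. The r of KLKB1 with hepatocyte genes was at most -0.2077 in lung and spleen (95% interval to 0.25), which speaks against liver RNA as its source.

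Of 768 pairs of an eQTL gene and a list, 8 passed, from 4 of the 32 associations. UGT1A6 in heart followed hepatocyte genes (r = 0.76, adjusted p = 0.040) and drug transporters (r = 0.79), EHF in heart followed hepatocyte genes (r = 0.82), phase II conjugation (r = 0.77) and drug transporters (r = 0.79), CNTNAP2 in lung followed T and NK cell (r = 0.71) and granulocyte genes (r = 0.70), and COPB1 in spleen ran against ciliated airway genes (r = -0.74), where r was 0.04 after the first principal component was removed. CNTNAP2 and genes of both its lists were higher in Philippine lungs, so its r over all origins can reflect that difference. Without the 2 animals farthest in the list 4 pairs passed, 1 of them among these 8, UGT1A6 with drug transporters. The 4 Vietnamese hearts had the highest EHF levels, and VN_2 and VN_1 the highest scores of hepatocyte genes. Without these 4 hearts, a comparison chosen after the data were seen, r was 0.66 (permutation p = 0.0042), 0.20 (p = 0.44) and 0.57 (p = 0.018) for EHF with hepatocyte genes, phase II conjugation and drug transporters, and 0.37 (p = 0.14) and 0.63 (p = 0.0067) for UGT1A6 with hepatocyte genes and drug transporters.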
